# Genome Replication Is Associated With Release of Immunogenic DNA Waste

**DOI:** 10.3389/fimmu.2022.880413

**Published:** 2022-05-11

**Authors:** Nadja Schubert, Tina Schumann, Elena Daum, Karolin Flade, Yan Ge, Lara Hagedorn, Winfried Edelmann, Luise Müller, Marc Schmitz, Gunnar Kuut, Veit Hornung, Rayk Behrendt, Axel Roers

**Keywords:** Trex1, type I interferon, Exo1, replication, cytosolic DNA, interferonopathy

## Abstract

Innate DNA sensors detect foreign and endogenous DNA to induce responses to infection and cellular stress or damage. Inappropriate activation by self-DNA triggers severe autoinflammatory conditions, including Aicardi-Goutières syndrome (AGS) that can be caused by defects of the cytosolic DNase 3’repair exonuclease 1 (TREX1). *TREX1* loss-of-function alleles are also associated with systemic lupus erythematosus (SLE). Chronic activation of innate antiviral immunity in TREX1-deficient cells depends on the DNA sensor cGAS, implying that accumulating TREX1 DNA substrates cause the inflammatory pathology. Retrotransposon-derived cDNAs were shown to activate cGAS in TREX1-deficient neuronal cells. We addressed other endogenous sources of cGAS ligands in cells lacking TREX1. We find that induced loss of TREX1 in primary cells induces a rapid IFN response that requires ongoing proliferation. The inflammatory phenotype of *Trex1^-/-^* mice was partially rescued by additional knock out of exonuclease 1, a multifunctional enzyme providing 5’ flap endonuclease activity for Okazaki fragment processing and postreplicative ribonucleotide excision repair. Our data imply genome replication as a source of DNA waste with pathogenic potential that is efficiently degraded by TREX1.

## Introduction

Aberrant activation of innate antiviral immunity is a key pathogenetic principle in a spectrum of autoinflammatory and autoimmune diseases (1–3). Innate sensing of virus infection largely relies on detection of viral nucleic acids. This bears the problem of avoiding sensor activation by endogenous DNA and RNA, a difficult task that the immune system can fail to meet for many different reasons, resulting in chronic expression of type I interferon (IFN) as well as proinflammatory cytokines, and severe, often fatal, inflammatory diseases (1–4). A growing number of distinct human conditions have been reported, currently about 40, that are caused by immune responses to endogenous nucleic acids or other means of inappropriate nucleic acid sensor activation, and are collectively addressed as type I interferonopathies (2, 5).

Double-stranded DNA activates the sensor cGAS in a sequence-independent manner (6). Upon ligand binding, cGAS catalyzes the formation of the second messenger 2’3’-cGAMP which activates STING, resulting in IRF3 and NF-*κ*B activation (7, 8). The cGAS/STING axis is essential for defense against numerous viral and non-viral pathogens (9). However, cGAS does not discriminate between microbial and endogenous DNA and is readily activated by self-DNA (6). Thus, effective safeguard mechanisms are key to avoid uncontrolled activation. cGAS is expressed in the cytosol and in the nucleus (10, 11). Sensor functions of cGAS in the nucleus are incompletely understood. Most nuclear cGAS is tightly tethered to nucleosomes, by binding to the acidic patch formed by nucleosomal core histones and is thereby kept inactive (reviewed in (10, 11). Chromatin structure, nuclear proteins competing with cGAS for the histone acidic patch or DNA, cofactors required for DNA binding, and posttranslational modifications of histones or cGAS, all contribute to regulation of nuclear cGAS DNA sensing (11). Disturbance of histone stoichiometry can result in pathogenic activation of nuclear cGAS by chromosomal DNA (12). Cytosolic cGAS is not exposed to relevant amounts of DNA in healthy, uninfected cells due to efficient cytosolic DNA waste disposal ensured by 3’ repair exonuclease 1 (TREX1, DNase III). This ER-anchored non-processive exonuclease degrades ssDNA, but also dsDNA with overhangs, which it can unwind (13, 14).

*Trex1* is one of several genes, defects of which can each cause the mendelian autoimmune disease Aicardi-Goutières syndrome (AGS) characterized by debilitating encephalitis and inflammation of other organs (15, 16). While homozygous loss of *Trex1* results in AGS, heterozygous *Trex1* loss-of-function alleles are associated with systemic lupus erythematosus (SLE), contributing to the polygenic predisposition for this severe autoimmune disease (17). AGS and SLE overlap clinically and also share key biochemical features, including chronic activation of type I IFN signaling and antinuclear auto-antibodies (18–21).

TREX1-deficient mice reproduce chronic type I IFN response, auto-antibody formation and multi-organ inflammation (22–24), most prominently inflammation of the myocardium, that is fatal by the age of few months, whereas the CNS is only discretely affected (25). *Trex1^-/-^* pathology is largely rescued by additional inactivation of cGAS, STING, IRF3 or IFNAR expression (22, 24, 26). Likewise, IFN expression of human TREX1-deficient cells is abrogated by additional inactivation of the cGAS/STING axis (27). These findings indicate inappropriate cGAS activation by some endogenous TREX1 DNA substrate as the key pathogenetic event.

TREX1 degrades HIV cDNA and limits innate responses to the virus (28). Endogenous retrovirus cDNA can serve as activating ligands for cGAS (29), and de-repression of endogenous retroelements in cells with defective histone methylation is associated with induction of type I IFN signaling (30). TREX1 may serve to continuously degrade replication intermediates of endogenous retroelements (24, 31). While we observed no amelioration of the *Trex1^-/-^* phenotype by treatment with reverse transcriptase inhibitors (32), human TREX1-deficient neurons and astrocytes, however, were shown to accumulate DNA originating from endogenous retroelements in the cytosol and their spontaneous IFN response was inhibited by antiretroviral drugs. Moreover, chronic IFN signaling of AGS patients was ameliorated by treatment with reverse transcriptase inhibitors (27, 33).

Herein, we address other sources of immunostimulatory DNA in cells lacking TREX1. DNA damage can lead to chromosomal aberrations resulting in problems of mitotic chromosome segregation and formation of micronuclei. Collapse of the unstable micronuclear envelope allows cGAS to access micronuclear chromatin. This chain of events triggers the chronic interferon response in AGS caused by defects of RNase H2 (34). Besides retroelement replication intermediates or mislocalized chromatin, the complex metabolism required to ensure genome maintenance, in particular a multitude of repair pathways, but also DNA replication, might contribute activating cGAS ligands. Oligonucleotide DNA waste released during repair and/or replication could stimulate cGAS in TREX1-deficient cells. As oligonucleotides equilibrate between nucleus and cytosol, TREX1-mediated degradation might also reduce nuclear DNA waste and prevent activation of nuclear cGAS (35). We demonstrate that DNA replication is essential for the cGAS/STING response of TREX1-deficient cells and identify exonuclease (Exo)1, an enzyme providing 5’flap-endonuclease activity during Okazaki fragment maturation and postreplicative ribonucleotide excision repair, as an important contributor to the cell-intrinsic innate immune response upon loss of TREX1.

## Results

### Spontaneous DNA Damage, but No Effect of p53-Mediated DNA Damage Responses on Chronic cGAS/STING Activation in *Trex1^-/-^* Mice

*Trex1^-/-^* cells feature tonic DNA damage checkpoint signaling (36), increased numbers of strand breaks and spontaneous phosphorylation of p53 (35). In AGS caused by defects of RNase H2 (37), extensive genome damage results in micronucleus formation which drives the chronic IFN response of these patients (34). This response is counter-regulated by p53-dependent DNA damage responses which eliminate cells with high damage load and prevent them from prolonged IFN production (38). Micronuclear DNA or chromatin bridges were shown to trigger an IFN response in cancer cells treated with genotoxic drugs (39, 40), and TREX1 was reported to limit cGAS activation in genetically unstable cells by degradation of micronuclear DNA (41). Micronucleated cells can be quantified by flow cytometric analysis of erythrocytes, as erythrocyte precursors expel the main nucleus but frequently retain micronuclei (42). We found increased numbers of micronucleated erythrocytes in *Trex1^-/-^* mice (**Figure 1A** and **Figure S1**), reflecting spontaneous DNA damage and chromosomal aberrations. However, compared to a 30-fold increase in mice lacking RNase H2 in the hematopoietic system (manuscript in preparation), micronucleated cells were only mildly (2-fold) increased in *Trex1^-/-^* mice. To address whether cells carrying genome damage are an important source of type I IFN in *Trex1^-/-^* mice, we crossed *Trex1^-/-^* to *Trp53^-/-^* animals (43) and compared the IFN response of double knock out mice to that of *Trex1^-/-^* littermates. Additional loss of p53 further increased fractions of micronucleated erythrocytes (**Figure 1A**), but did not increase transcript levels of type I IFN-stimulated genes (ISGs) in total blood cells (**Figure 1B**) nor enhance inflammation of the myocardium in TREX1-deficient mice (**Figure 1C**). These data strongly argue against genome damage and cytosolic chromatin as the trigger of cGAS activation in the absence of TREX1 and lead us to investigate alternative sources of TREX1-sensitive cGAS activating DNA ligands.

**Figure 1:**
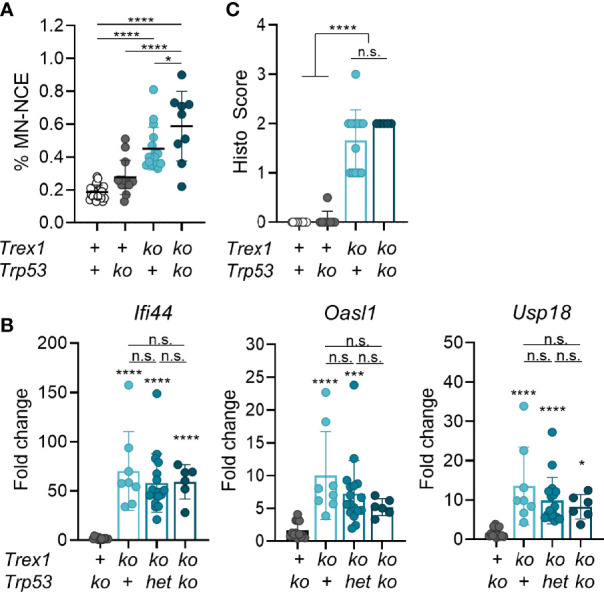
Mild genome damage, but no amelioration of the inflammatory phenotype of *Trex1^-/-^* mice lacking also p53. **(A)** Flow cytometric quantification of micronucleated erythrocytes from 6 week-old mice of the indicated genotypes (WT n = 22, *Trp53* ^-/-^ n = 14, *Trex1* ^-/-^ n = 16, *Trp53* ^-/-^ *Trex1* ^-/-^ n = 9). See **Figure S1** for gating strategy. The *Trex1* null allele published by Morita et al. was used (23). **(B)** ISG transcript levels in total blood cells quantified by qRT-PCR. Fold change compared with mean of WT controls (n = 16) is shown. *Trp53* ^-/-^ n = 13, *Trex1* ^-/-^ n = 8, *Trex1* ^-/-^ *Trp53* ^WT/-^ n = 17, *Trex1* ^-/-^ *Trp53* ^-/-^ n = 6. **(C)** Quantification of myocarditis intensity in H&E-stained sections of heart tissue from 6-10 week-old mice of the indicated genotypes (WT n = 11, *Trp53^-/-^* n = 9, *Trex1^-/-^* n = 12, *Trex1^-/-^Trp53^-/-^* n = 5; see *M&M* for heart inflammation score). ****p < 0.0001, ***p < 0.001, *p < 0.05, n.s., not significant.

### Neither Nucleotide Excision Repair Nor the Structure-Specific Endonuclease MUS81 Are a Relevant Source of Immunostimulatory Oligonucleotide Waste Accumulating in *Trex1^-/-^* Cells

Primary TREX1-deficient fibroblasts from AGS patients not exposed to experimental genotoxic hazards (35, 36) showed DNA staining in the cytosol, suggesting leakage of DNA from the nucleus or mitochondria in healthy cells. Higher amounts of DNA seem to leak into the cytosol of genetically unstable cancer cells, in particular after exposure to genotoxic hazards (44–48). This DNA, likely a waste from DNA repair (44), seems to overwhelm TREX1 exonuclease activity (44, 48). Whether the same mechanisms generating large amounts of TREX1 substrates in genome-damaged cells also contribute to release of DNA from the nucleus in healthy cells is unknown. Several DNA repair pathways involve release of oligonucleotides that could, upon hybridization, form partially double-stranded structures, e.g. Y-DNA (29), capable of ligating cGAS. Nucleotide excision repair (NER) removes bulky DNA lesions by excision of short single-stranded patches containing the lesions (49). High amounts of these, 22-30 nt-long flaps may be released also in the absence of exogenous genotoxic stress, since NER is triggered already by minimal distortions of undamaged DNA resulting in low-level DNA turnover in healthy cells termed ‘gratuitous repair’ (50, 51). Moreover, we had earlier found that in contrast to cell-intrinsic activation of transcriptional responses to loss of TREX1 in several different cell types (25), this study and unpublished), inactivation of TREX1 in B cells had no detectable effect on the transcriptome of murine B cells (25). Since B cells were reported to be NER-deficient (52), our observation would be plausibly explained by NER being a source of the cGAS ligand accumulating in *Trex1^-/-^* mice. We therefore generated mice double-deficient for TREX1 and XPA, an essential NER protein (49, 53), using CRISPR/Cas9-mediated mutagenesis in embryos (**Figure S2A**). As expected, *Xpa^-/-^* animals (**Figure 2A**) showed a loss of repair synthesis in UV-irradiated cells (**Figure S2B**), indicating absence of NER function. We compared ISG expression in blood cells of mice lacking TREX1 or XPA and of *Trex1^-/-^Xpa^-/-^* animals (**Figure 2B**). *Xpa^-/-^* mice proficient for TREX1 did not show enhanced ISG expression compared to control mice. IFN signaling was not reduced in the double mutants compared to *Trex1^-/-^* mice. Moreover, the myocarditis typical of TREX1-deficient mice was not ameliorated by additional inactivation of NER (**Figure 2C**).

**Figure 2:**
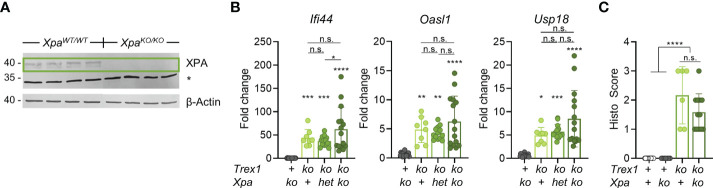
Additional inactivation of NER has no impact on the spontaneous IFN response of *Trex1^-/-^* mice. **(A)** Western blot analysis of XPA expression in protein extracts from ear tissue from control and *XPA^-/-^* mice. * non-specific band at 34 kDa. **(B)** ISG transcript levels in total blood cells from 6 week-old mice of the indicated genotypes quantified by qRT-PCR. The *Trex1^Δ478^* null allele generated in this study was used. Fold change compared with mean of WT controls (n = 16) is shown (*Trex1^-/-^* n = 8, *Xpa^-/-^* n = 18, *Trex1^-/-^Xpa^WT/-^* n = 13, *Trex1^-/-^Xpa^-/-^* n = 15. **(C)** Quantification of myocarditis intensity in H&E-stained sections of heart tissue from 9-11 week-old mice of the indicated genotypes (WT n = 15, *Xpa^-/-^* n = 7, *Trex1^-/-^* n = 6, *Trex1^-/-^Xpa^-/-^* n = 12). See *M&M* for heart inflammation score. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, n.s., not significant.

MUS81 is a DNA repair factor reported to be a source of cytoplasmic DNA in cancer cells (54). This structure-specific endonuclease is essential for genome integrity as it is required for resolution of Holiday junctions (55) and prevention of chromosome bridges in anaphase (56), as well as repair of stalled and collapsed replication forks (57). MUS81 function has important impact on the activity of the type I IFN system [reviewed in (58)]. Loss of the enzyme results in pronounced spontaneous IFN production (59). As MUS81 deficiency leads to chromosomal instability, a likely scenario is that micronuclear DNA is the key stimulator of this IFN response. Due to this spontaneous IFN response of MUS81-deficient cells, the question whether MUS81 contributes to production of the immunostimulatory cGAS ligand accumulating in otherwise undamaged cells in the absence of TREX1, cannot be directly addressed by inactivation of MUS81 in *Trex1^-/-^* cells or mice. However, in case the IFN response of cells lacking TREX1 depended on DNA waste produced by MUS81, no synergistic IFN induction by TREX1 deficiency and MUS81 deficiency would be expected. We inactivated TREX1 and/or MUS81 in THP1 cells (**Figure 3A**). The robust spontaneous ISG expression of *TREX1^-/-^* cells was rescued by reconstitution with functional TREX1 (Fig S3A&B). As expected, also *MUS81^-/-^* cells featured prominent type I IFN signaling (**Figure 3B**). The double deficient cells, however, showed synergistically enhanced ISG expression (**Figure 3B**). This result argues that MUS81 is not required for generation of the cGAS ligand accumulating as a result of TREX1 deficiency. Collectively, our data rule out NER as a dominant source of the endogenous immunostimulatory DNA accumulating in mouse cells lacking TREX1 and argue against a significant contribution of the structure-specific endonuclease MUS81 to generation of this pathogenic cGAS ligand.

**Figure 3:**
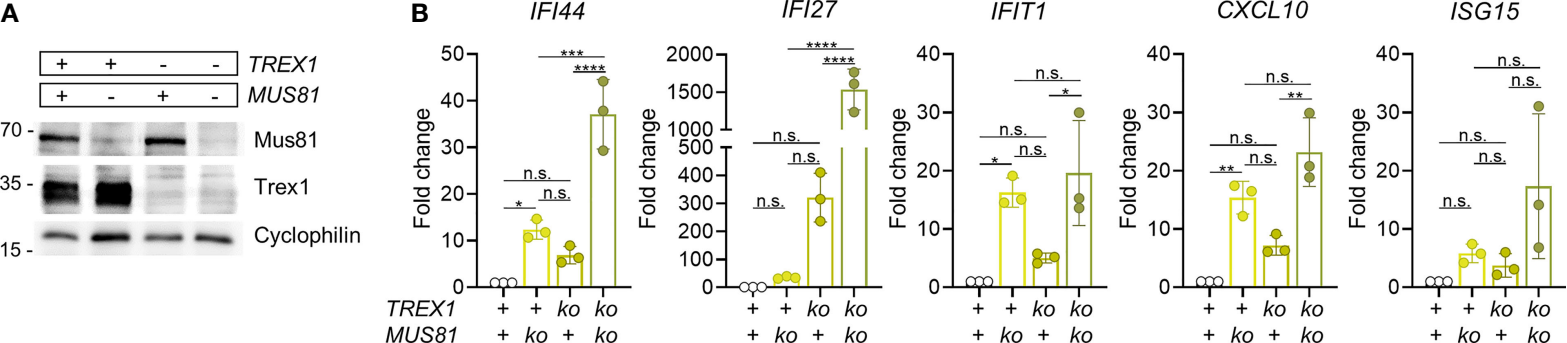
Simultaneous inactivation of *Trex1* and of *Mus81* result in synergistically enhanced IFN response. **(A)** Western blot analysis of MUS81 expression by polyclonal cultures resulting from lentiviral transduction of control or *Trex1^-/-^* THP1 cells (see **Figure S3**) with lentiCRISPR v2 plasmid encoding *Mus81*-specific guide RNA (TCTGAAATACGAAGCGCGTG) and selection for the presence of the plasmid. **(B)** ISG transcript levels in THP1 cells of the indicated genotypes quantified by qRT-PCR. Fold change compared with mean of WT controls is shown. Graph summarizes 3 independent experiments. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, n.s., not significant.

### Partial Rescue of the *Trex1* ^-/-^ Phenotype by Additional Inactivation of Exonuclease 1

We next turned our attention to another repair factor that had been shown to contribute to release of TREX1-sensitive DNA into the cytosol of genome-damaged cells (44), exonuclease 1 (EXO1). Homology-directed repair of double-strand breaks requires long-range resection of the 5’-end in order to produce the long single-stranded 3’-overhangs that are the substrates for strand invasion (60). EXO1 is a multifunctional enzyme with 5’-3’ exonuclease activity, but also 5’-flap structure-specific endonuclease activity, involved in end processing in preparation for homology-directed repair as well as in telomere homeostasis, mismatch repair, and Okazaki fragment maturation during lagging strand synthesis (61). Upon exposure of cells to genotoxic irradiation or drugs inducing double-strand breaks, 5’-end resection, performed by EXO1 and other endonucleases, was shown to be a source of DNA waste triggering a type I IFN response (44). TREX1-mediated degradation limited the innate immune response (44). We therefore asked, whether end resection by the EXO1 endonuclease activity might yield DNA waste also during steady-state genome repair. In addition, the EXO1 5’-flap cleavage occurring during genome replication might also release immunostimulatory DNA waste. We crossed *Exo1^-/-^* mice (62) to TREX1-deficient mice and compared littermates of different genotypes for weight gain and spontaneous type I IFN response. The conspicuous failure to thrive typical of *Trex1^-/-^* mice was largely, albeit not completely, rescued by the additional inactivation of EXO1 (**Figures 4A, B**). Even heterozygosity for the *Exo1* knock out allele resulted in a significant rescue of *Trex1^-/-^* weight gain. Survival of *Trex1^-/-^* mice was significantly improved by additional loss of EXO1 (**Figure 4C**). Correspondingly, type I IFN signaling was clearly reduced in *Trex1^-/-^* mice lacking functional *Exo1*, as determined by quantification of ISG transcript levels in blood cells (**Figure 4D** and **Figure S4A**). For most ISGs, the increase in transcript levels seen in *Trex1^-/-^* mice was blunted to about half in *Trex1^-/-^Exo1^-/-^* animals (**Figure 4D** and **Figure S4A**). Type I IFN bioactivity was not elevated above the background of control animals in serum of *Trex1^-/-^* or *Trex1^-/-^Exo1^-/-^* mice (**Figure S4B**). A control experiment demonstrated that STING responses of EXO1-deficient cells are of normal intensity (**Figure S4C**). The reduced innate response was not reflected in amelioration of myocardial inflammation in the double vs. the *Trex1* single mutants as assessed by histological analysis of inflammatory infiltration on H&E- (**Figure 4E**), anti-CD3- (**Figure 4F**) and van Gieson-stained sections (not shown). Collectively, we show that additional loss of EXO1 significantly ameliorates the spontaneous innate antiviral response of *Trex1^-/-^* animals, suggesting a role for EXO1 endonuclease activity in generation of cGAS-activating ligands in TREX1-deficient cells.

**Figure 4:**
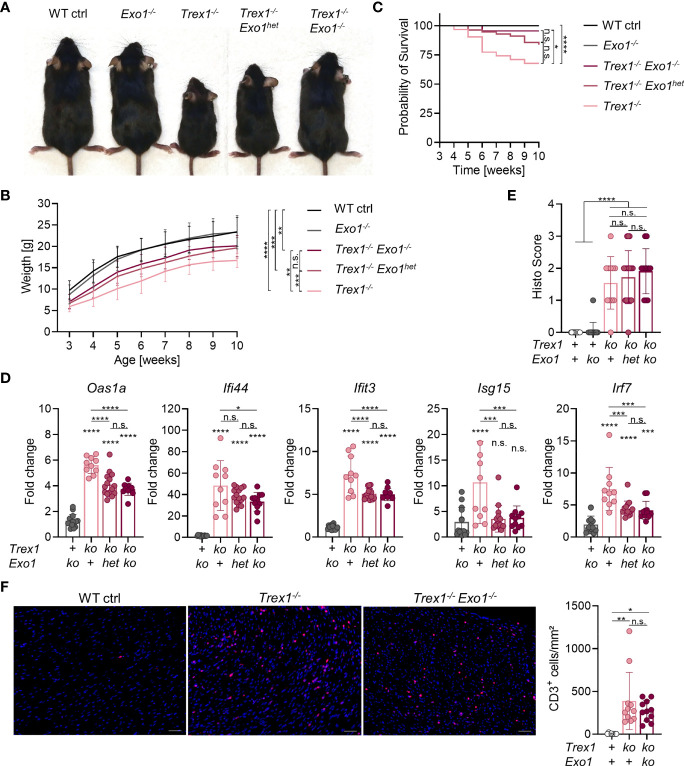
Partial rescue of the Trex1 inflammatory phenotype by additional inactivation of *Exo1*. **(A)** Macroscopic phenotype of 7-8 week-old mice of the indicated genotype. **(B)** Body weight of animals of the indicated genotype (WT n = 32, *Exo1^-/-^* n = 20, *Trex1^-/-^* n = 26, *Trex1^-/-^Exo1^+/-^* n = 46, *Trex1^-/-^Exo1^-/-^* n = 15). Statistical analysis was performed for the comparison of body weight at the age of 10 weeks. **(C)** Survival of mice of the indicated genotype until the age of 10 weeks (WT n = 46, *Exo1^-/-^* n = 31, *Trex1^-/-^* n = 31, *Trex1^-/-^Exo1^+/-^* n = 56, *Trex1^-/-^Exo1^-/-^* n = 22). **(D)** ISG transcript levels in total blood cells from 6 week-old mice of the indicated genotypes quantified by qRT-PCR. Fold change compared with mean of WT controls (n = 15) is shown (*Trex1^-/-^* n = 10, *Exo1^-/-^* n = 14, *Trex1^-/-^Exo1^WT/-^* n = 15, *Trex1^-/-^Exo1^-/-^* n = 11). See **Figure S4** for expression of additional ISGs. **(E)** Quantification of inflammatory infiltration on H&E-stained sections of heart tissue from 10-12 week-old mice of the indicated genotypes. **(F)** Immunohistochemical staining of CD3 on sections of heart tissue from 10-12 week-old mice of the indicated genotypes (left). Scale bar 50 µm. Quantification of CD3^+^ cells per area of heart muscle by investigator-blinded automated image analysis (right). ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, n.s., not significant.

### Rapid Onset of Type I IFN and NF-κB Responses Upon Induced Inactivation of TREX1 in Primary Cells

To elucidate the contribution of EXO1 to generation of TREX1 substrates, we first established an *in vitro* model of induced loss of TREX1 expression. We differentiated macrophages from bone marrow (BMDMs, **Figure S5A**) of *Trex1^FL/FL^ R26^CreERT2^* mice (25) and induced Cre activity in *Trex1^FL/FL^ R26^CreERT2^* BMDMs by 4-hydroxytamoxifen (4-OHT, **Figure 5A**). This resulted in efficient deletion of the loxP-flanked *Trex1* allele one day after the end of 4-OHT exposure, as determined by PCR (**Figure S5B**). Western blot analysis of cells harvested at daily intervals after 4-OHT induction (**Figure 5A**) revealed rapid decline of TREX1 protein which was almost completely lost 3 days after the end of induction and was undetectable on day 4 (**Figure 5B** and **Figure S5C**). Increased type I IFN bioactivity was detectable (not significant) in the culture supernatant already on day 2 after end of induction, but was very prominently increased on days 3 and 4 (**Figure 5C**). Transcript levels of the ISG *Ifi44* were significantly increased already on day 2 after 4-OHT and were 10-fold up-regulated on day 3 (**Figure 5D**). 

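BMDMs are macrophages differentiated in culture from mouse bone marrow. *R26 CreERT2* cells express a Cre recombinase that stays inactive until 4-OHT binds to it, and active Cre then removes the loxP-flanked part of *Trex1*. Cultures from *Trex1 FL/FL R26 CreERT2* mice, in which both alleles can be removed, and from *Trex1 WT/FL R26 CreERT2* mice, which keep a wild type allele, were exposed to 2 µg/ml 4-OHT for 22 h or left untreated. RNA was sequenced from cells harvested on days 1, 2, 3 and 4 after the end of exposure. Each of the 16 combinations of genotype, treatment and day was covered by 2 libraries, which gives 32 libraries. The labels name no animal, batch or replicate number for them. The authors quantified transcripts with Salmon against GRCm39 and summed them per gene with tximport, and the deposited values are estimated counts per gene that carry no normalization and were stored as whole numbers. The total per library ranged from 36698887 to 63760884 (median 41036586) in 4-OHT-treated *Trex1 FL/FL* BMDMs and from 45077879 to 61462516 (median 53526622) in 4-OHT-treated *Trex1 WT/FL* BMDMs. Untreated cells had totals of 36138473 to 56904143 (median 44884499) for *Trex1 FL/FL* and of 35120505 to 54491377 (median 42289906) for *Trex1 WT/FL*.

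Of 54281 gene identifiers, 15257 passed edgeR's filter on low counts and were tested. Counts were scaled with TMM factors, and a quasi-likelihood model with a mean for each of the 16 groups was fitted to all 32 libraries, which leaves 16 residual degrees of freedom. Libraries of the same group differed by more than sampling noise in every group (chi-square per degree of freedom 9.02 to 47.4), and their log2 counts scaled to library size (CPM) correlated across genes, which are not independent replicates, with Pearson's r of 0.981 to 0.988. Genes were called at an adjusted p below 0.01 and an absolute log2 fold change above 1.5, the thresholds of the paper. Each adjusted p of a single gene is from the quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes. For 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.33, so that only tests sharing the spread across groups or genes can pass a threshold here.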

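*Trex1* (ENSMUSG00000049734.9) lies on chromosome 9 of GRCm39 from 108887001 to 108888802 on the minus strand. In 4-OHT-treated *Trex1 FL/FL* BMDMs its 2 libraries held 0 and 0 counts on days 1, 3 and 4, and 14 and 9 counts on day 2. The libraries of 4-OHT-treated *Trex1 WT/FL* BMDMs held 885 and 758 counts on day 1 and between 2267 and 3622 counts on days 2 to 4. Against a floor of 3 counts, *Trex1* was at least 217-fold lower on day 1, at least 846-fold lower on day 3 and at least 533-fold lower on day 4. On day 2 its log2 fold change was −7.56 (standard error 0.186, adjusted p = 2.84e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 1116 words of 31 bases in the annotated *Trex1* transcripts also occur in transcripts of the overlapping gene *Atrip*, so that the authors' quantification had to divide reads between these genes. *Atrip* stood at 13.9 ± 0.478 CPM in *Trex1 FL/FL* against 13.2 ± 0.035 CPM in *Trex1 WT/FL* cells on day 1 and at 11.7 ± 0.0823 against 12.7 ± 0.341 CPM on day 3 after 4-OHT (SD, n = 2 each), and thus did not gain the counts that *Trex1* lost.

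Among the ISGs of the authors' qPCR panel, *Cxcl10* (chromosome 5, 92494497 to 92496748) reached 806 ± 41.1 CPM in 4-OHT-treated *Trex1 FL/FL* BMDMs on day 2 against 141 ± 10.2 CPM in 4-OHT-treated *Trex1 WT/FL* BMDMs (SD, n = 2 each). This is a log2 fold change of 2.52 (standard error 0.258, adjusted p = 2.18e-06 from the same edgeR test). Left out in turn, the 4 libraries moved it between 2.44 and 2.59. Of all alternatives, untreated *Trex1 FL/FL* BMDMs as the control moved it most, to 2.89. The log2 fold change of *Cxcl10* was 0.43 (edgeR adjusted p = 1) on day 1, 1.34 (0.000904) on day 3 and 3.65 (2.02e-08) on day 4. *Ifi44* (chromosome 3, 151436559 to 151455625) changed by 0.94 (edgeR adjusted p = 1) on day 1, when it stood at 1.37 ± 0.395 CPM against 0.710 ± 0.027 CPM (SD, n = 2 each). Its log2 fold change was 2.15 (edgeR adjusted p = 2.17e-05) on day 2, 1.50 (0.000512) on day 3 and 3.12 (1.36e-07) on day 4. On day 4, *Isg15* was higher by 2.91 (edgeR adjusted p = 5.86e-09), *Irf7* by 2.38 (1.07e-07) and *Usp18* by 2.72 (4.93e-13). Other genes hold 33.4% of the 31-base words of *Isg15*, which makes its count less certain than those of *Irf7* and *Usp18*.

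*Ifnb1* (chromosome 4, 88440262 to 88441011) was close to the floor in every group. Its 2 libraries of 4-OHT-treated *Trex1 FL/FL* BMDMs held 12 and 14 counts on day 4 against 0 and 0 in 4-OHT-treated *Trex1 WT/FL* BMDMs, at least 5.83-fold higher (adjusted p = 0.0062 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 3 they held 15 and 20 counts against 2 and 3, at least 5.82-fold higher, which did not pass the threshold after adjustment (edgeR unadjusted p = 0.0321). Nor did day 2 pass, with 18 and 12 counts against 6 and 3 and a log2 fold change of 2.07 (edgeR adjusted p = 0.314). On day 1 both genotypes were at 0.

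**Figure D1:**
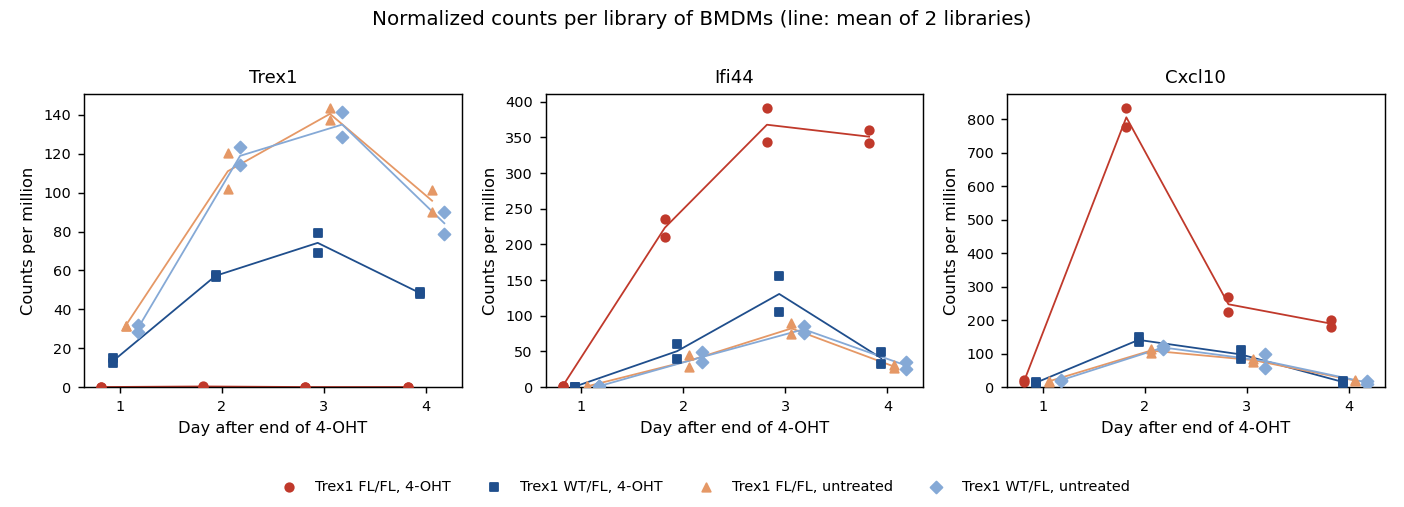
CPM of *Trex1*, *Ifi44* and *Cxcl10* (y axis) by day after the end of 4-OHT (x axis) in BMDMs of both genotypes with and without 4-OHT. Each point is a library and each line joins the means of 2 libraries. *Trex1* is near 0 in 4-OHT-treated *Trex1 FL/FL* cells on all 4 days, and *Cxcl10* peaks there at 806 CPM on day 2.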

RNA sequencing of 4-OHT-induced BMDMs harvested on days 1 to 4 revealed robust up-regulation of ISGs (**Figure 5E** and **Figures S5D, E**). 

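Type I IFN-inducible genes were summarized over a list of 79 genes that includes *Ifit1*, *Ifit3*, *Isg15*, *Rsad2*, *Mx1* and *Usp18*. The list was compiled by hand, since the set used by the authors was not used here. On day 1 its median log2 fold change between 4-OHT-treated *Trex1 FL/FL* and *Trex1 WT/FL* BMDMs was 0.18, and 74 of the 79 genes were higher in *Trex1 FL/FL* cells. The median was 0.97 on day 2, 0.72 on day 3 and 1.63 on day 4, with 79, 78 and 77 genes higher. Preranked enrichment with fgsea gave an adjusted p of 3.33e-10 on each of the 4 days, the value that the smallest computed p of 1e-10 takes after adjustment over 5 lists and 4 days.

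Single genes of the list passed the thresholds in 0 cases on day 1, when 23 had an unadjusted p below 0.05, and in 21, 8 and 45 cases on days 2, 3 and 4. With p adjusted over the list alone these counts were 0, 22, 9 and 45. The mean log2 CPM of the list was 8.18 ± 0.00594 in *Trex1 FL/FL* against 7.02 ± 0.159 in *Trex1 WT/FL* cells on day 2, 8.20 ± 0.0617 against 7.33 ± 0.153 on day 3, and 8.24 ± 0.0249 against 6.38 ± 0.146 on day 4 (SD, n = 2 each). On day 1 the *Trex1 FL/FL* libraries stood at 4.48 and 4.29 and the *Trex1 WT/FL* libraries at 4.18 and 4.09, which do not overlap (two-sided exact permutation test, p = 0.33). The 8 genes of the authors' qPCR panel had medians of 0.47, 1.76, 1.35 and 2.89 on days 1 to 4, and of all alternatives this shorter list moved the day 1 median most.

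The control group changed whether the list passed on day 1. Against untreated *Trex1 FL/FL* BMDMs the median was 0.01 (adjusted p = 0.995, fgsea), and 43 of 79 genes were higher. The difference between genotypes changed by −0.22 from day 2 to day 3 (adjusted p = 5.18e-11, camera with an inter-gene correlation of 0.01) and by 0.91 from day 3 to day 4 (adjusted p = 1.34e-95, camera). Camera compares genes, so that its p, here and below, does not measure the spread between libraries. From day 3 to day 4 the list changed by a median of 0.06 in 4-OHT-treated *Trex1 FL/FL* and by −0.79 in 4-OHT-treated *Trex1 WT/FL* cells.

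**Figure D2:**
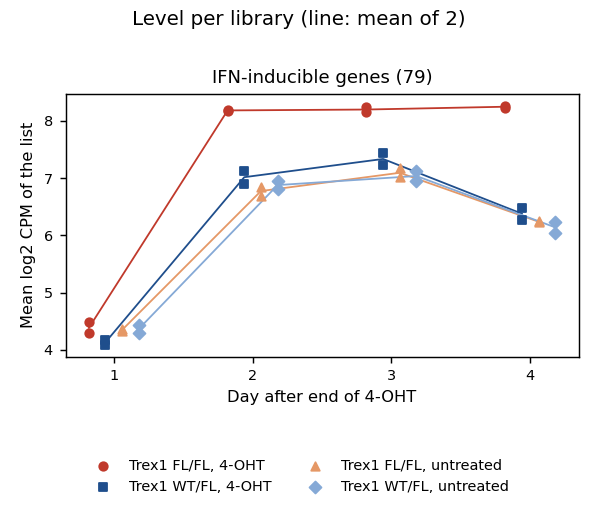
Mean log2 CPM of 79 IFN-inducible genes (y axis) by day after the end of 4-OHT (x axis). Points are libraries and lines join the means of 2 libraries. 4-OHT-treated *Trex1 FL/FL* cells stand at 8.18 to 8.24 on days 2 to 4, above the other 3 groups, and all groups are lowest on day 1.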

Enrichment of the gene set ‘IFNα response’ was not significant on day 1 after end of 4-OHT, but very much so on days 2 to 4 (**Figure 5E** and **Figures S5D, E**). In addition to ISG induction, loss of TREX1 was reflected in up-regulation of NF-κB and TNF-induced genes on day 2, as expected for STING responses (**Figure 5E**). 

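NF-κB and TNF-inducible genes were summarized over a hand-compiled list of 80 genes, of which 73 were tested. On day 2 the median log2 fold change between 4-OHT-treated *Trex1 FL/FL* and *Trex1 WT/FL* BMDMs was 0.14, with 47 genes higher and 26 lower (adjusted p = 0.0024, fgsea). On day 1 it was 0.01 (adjusted p = 0.0024) with 41 genes higher, on day 3 −0.15 (0.0119) with 29 higher, and on day 4 −0.04 (0.0309) with 33 higher. The enrichment score of fgsea was negative on day 3 (−1.61) but positive on day 4 (1.46), where it and the median point in opposite directions. The mean log2 CPM of the list was 3.79 ± 0.166 in *Trex1 FL/FL* and 3.58 ± 0.147 in *Trex1 WT/FL* cells on day 2 (SD, n = 2 each), and the libraries overlapped (two-sided exact permutation test, p = 0.667).

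*Ccl4* was the only member past the thresholds on day 2, with a log2 fold change of 1.84 (standard error 0.204, adjusted p = 1.87e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its CPM was 47.1 and 47.5 in the *Trex1 FL/FL* libraries and 12.2 and 14.2 in the *Trex1 WT/FL* libraries. *Atf3* was higher by 0.97 (edgeR adjusted p = 1e-10) and *Tnf* by 0.38 (0.0263) on the same day. Leaving out each library of the comparison moved *Tnf* between 0.18 and 0.62 and *Atf3* between 0.97 and 0.98. These 3 genes, and those that follow, were chosen after their values were seen. With p adjusted over the list alone, 20 of the 73 genes were below 0.01 on day 2, and 18 over all tested genes. On day 3 *Egr2* was lower by a log2 fold change of −1.56 (edgeR adjusted p = 6.00e-06), and *Dusp5*, *Egr3* and *Fosb* also passed the thresholds as lower. The difference between genotypes fell by 0.27 from day 2 to day 3 (adjusted p = 1.23e-08, camera) and rose by 0.15 from day 3 to day 4 (adjusted p = 0.000761, camera). Ranked by log2 fold change in place of the test statistic, the list had an adjusted p of 0.0654 (fgsea) on day 2 and no longer passed the threshold of 0.05. The alternative that moved the day 2 median most was a list of 15 NF-κB pathway genes, with 0.0036 (adjusted p = 0.527, fgsea). As the interaction with untreated cells, the day 2 median of the full list was 0.014 (adjusted p = 0.00772, fgsea), with 39 genes higher and 34 lower. Against untreated *Trex1 FL/FL* BMDMs it was larger, 0.27 (adjusted p = 2.68e-05, fgsea), with 54 of 73 genes higher.

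**Figure D3:**
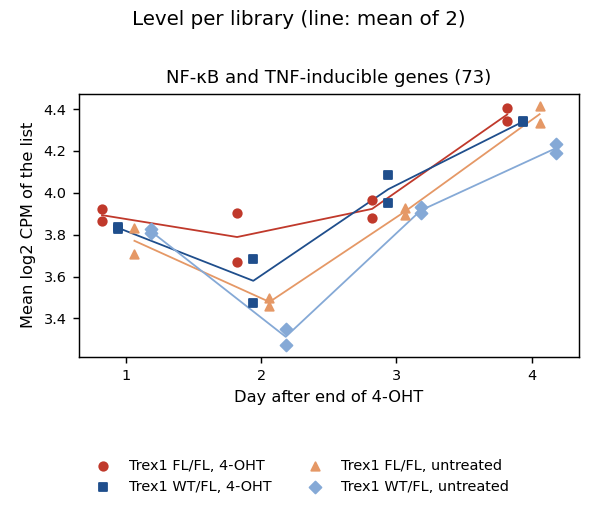
Mean log2 CPM of 73 NF-κB and TNF-inducible genes (y axis) by day after the end of 4-OHT (x axis). Points are libraries and lines join the means of 2 libraries. On day 2 the *Trex1 FL/FL* mean is 3.79 and the *Trex1 WT/FL* mean 3.58 after 4-OHT, with overlapping libraries.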

Gene signatures associated with cell cycle progression, including e.g. expression of proliferation marker MKI67 were significantly downregulated, most prominently on day 4, while expression of CDKN1A encoding cell cycle inhibitor p21 was upregulated (not shown), most likely reflecting IFN-induced cell cycle arrest (**Figure 5E**). 

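The G2/M and S phase gene lists were those of Seurat in mouse letter case, with 54 and 43 tested genes. The median log2 fold change of the G2/M list between 4-OHT-treated *Trex1 FL/FL* and *Trex1 WT/FL* BMDMs was −0.04 (adjusted p = 0.0119, fgsea) on day 1, −0.24 (3.33e-10) on day 2, 0.08 (0.118) on day 3 and −1.34 (3.33e-10) on day 4. On day 4, 50 of its 54 genes were lower and 22 passed the thresholds, whether p was adjusted over the list or over all genes. The S phase list had medians of −0.01 (adjusted p = 0.499, fgsea), −0.10 (0.0429), −0.04 (0.248) and −0.42 (5.24e-08) on days 1 to 4, and 6 of its genes passed the thresholds on day 4. The difference between genotypes in the G2/M list changed by −1.42 from day 3 to day 4 (adjusted p = 1.04e-124, camera). Over these days the list fell by a median of 0.70 in 4-OHT-treated *Trex1 FL/FL* cells and rose by 0.65 in 4-OHT-treated *Trex1 WT/FL* cells.

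*Mki67* (chromosome 7, 135291513 to 135318299, minus strand) was at 681 ± 38.0 CPM in *Trex1 FL/FL* and 726 ± 58.6 CPM in *Trex1 WT/FL* cells on day 1, and at 6.71 ± 1.34 and 47.5 ± 0.485 CPM on day 4 (SD, n = 2 each). Its log2 fold change was −0.09 (adjusted p = 1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on day 1, −0.45 (0.000629) on day 2, −0.22 (0.114) on day 3 and −2.83 (1.36e-15) on day 4. The change of this difference from day 3 to day 4 was −2.61 (standard error 0.145, edgeR adjusted p = 9.83e-12).

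*Cdkn1a* (chromosome 17, 29309936 to 29319701) was at 478 ± 14.9 CPM in *Trex1 FL/FL* and 231 ± 5.92 CPM in *Trex1 WT/FL* cells on day 4 (SD, n = 2 each). Its log2 fold change was −0.06 (edgeR adjusted p = 1) on day 1, 0.42 (3.89e-06) on day 2, 0.58 (2.41e-08) on day 3 and 1.05 (9.33e-14) on day 4, below the threshold of 1.5 on all days. The sign on day 1 was not stable: it was 0.08 against untreated *Trex1 FL/FL* cells. The difference between genotypes grew by 0.48 from day 1 to day 2 (edgeR adjusted p = 0.000275) and by 0.47 from day 3 to day 4 (0.000277). After 4-OHT, *Cdkn1a* stood at 505, 513 and 478 CPM in *Trex1 FL/FL* cells on days 2 to 4. *Trex1 WT/FL* cells held 377, 342 and 231 CPM on these days. From day 3 to day 4 the difference thus grew through a fall in the control cells, while *Trex1 FL/FL* cells did not rise. Untreated *Trex1 WT/FL* cells also fell, with a log2 change of −0.59 (edgeR adjusted p = 2.05e-08).

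**Figure D4:**
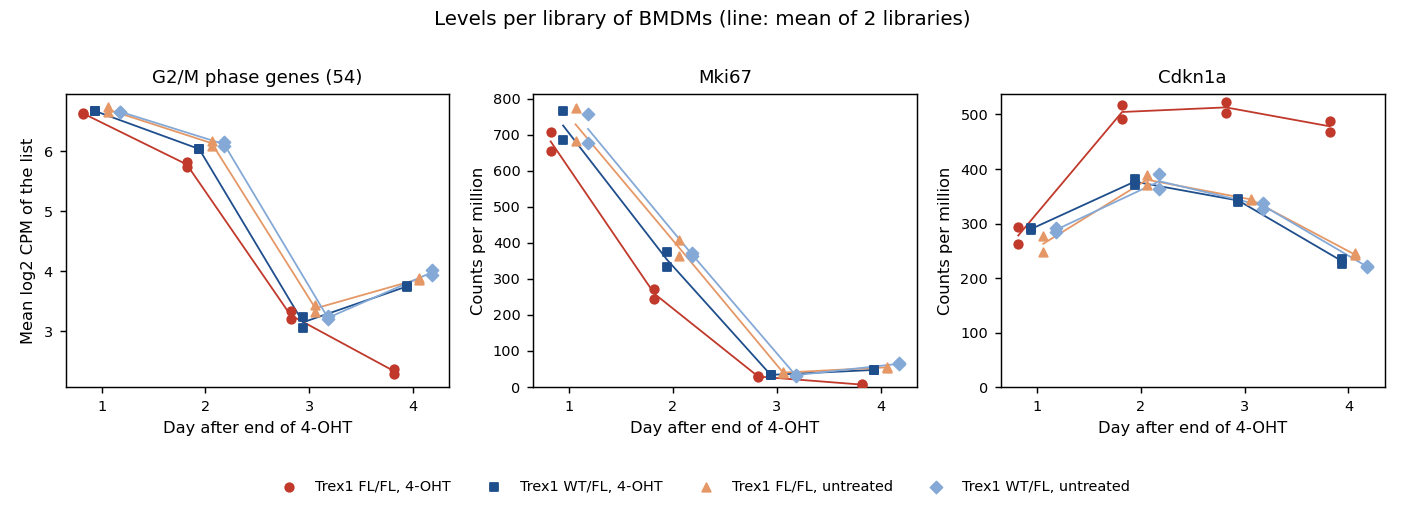
Mean log2 CPM of 54 G2/M phase genes, and CPM of *Mki67* and *Cdkn1a* (y axes), by day after the end of 4-OHT (x axis). Points are libraries and lines join the means of 2 libraries. All 4 groups fall from day 1 to day 3 in the G2/M list and *Mki67*. 4-OHT-treated *Trex1 FL/FL* cells are lowest on day 4 in both, and highest in *Cdkn1a* from day 2 on.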

Similar results were obtained in *Trex1^FL/FL^ R26^CreERT2^* embryonic fibroblasts (MEFs) (**Figure S5F**).

**Figure 5:**
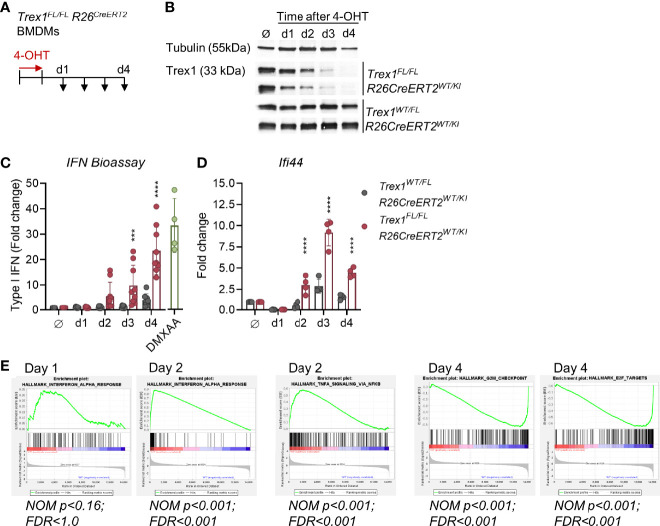
Rapid loss of TREX1 and onset of type I IFN responses upon induced inactivation of *Trex1 in vitro*. **(A)** Inactivation of the *Trex1* gene was induced in macrophages differentiated from *Trex1^FL/FL^R26^CreERT2^* bone marrow (BMDMs) by culture in the presence of 4-OHT for 1 day. 4-OHT treated BMDMs from *Trex1^WT/FL^R26^CreERT2^* mice as well as non-4-OHT-treated cells from both genotypes were used as controls. Samples were obtained on days 1-4 after end of 4-OHT induction. **(B)** Western blot analysis of TREX1 expression in BMDMs at the indicated time points after 4-OHT induction, representative of 6 animals per genotype. **(C)** Assay for type I IFN bioactivity in supernatant of BMDMs sampled at the indicated time points after 4-OHT induction. Supernatant was added to 1x10^4^ LL171 luciferase IFN-reporter cells followed by quantification of luciferase activity (*Trex1^FL/FL^R26^CreERT2^* n = 9, control n = 8). Supernatant of WT BMDMs treated with DMXAA served as high control. **(D)** Transcript levels of the ISG *Ifi44* determined by qRT-PCR in BMDMs sampled at the indicated time points after 4-OHT induction. Fold change compared to untreated control cells (n = 4) is shown. **(E)** Gene set enrichment analysis of RNA sequencing data from *Trex1^FL/FL^R26^CreERT2^ *vs. control (*Trex1^WT/FL^ R26^CreERT2^*) BMDMs sampled at the indicated time points after 4-OHT induction. ****p < 0.0001, ***p < 0.001.

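Between untreated *Trex1 FL/FL* and untreated *Trex1 WT/FL* BMDMs, 0 genes passed the thresholds on days 1, 2 and 3, when 1129, 588 and 468 genes had an unadjusted p below 0.05. On day 4 *Fosb* alone passed, with a log2 fold change of 2.05 (adjusted p = 0.00621 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2414 genes had an unadjusted p below 0.05. The median log2 fold change of the 79 IFN-inducible genes in this comparison was 0.02 (adjusted p = 0.913, fgsea), −0.11 (1e-09), 0.05 (3.27e-05) and 0.11 (3.27e-05) on days 1 to 4.

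Exposure to 4-OHT lowered *Trex1* in *Trex1 WT/FL* BMDMs to 44.8, 48.1, 54.9 and 57.5% of the untreated level on days 1 to 4. The log2 fold change was −1.16 (edgeR adjusted p = 6.77e-06) on day 1 and −0.80 (0.000197) on day 4. Between 4-OHT-treated and untreated *Trex1 WT/FL* BMDMs, 0, 2, 8 and 2 genes passed the thresholds on days 1 to 4, and 378 genes had an unadjusted p below 0.05 on day 1. They were *Mex3b* and *Vegfa* on day 2, and *Mex3b* and *Mgl2* on day 4, all lower after 4-OHT. On day 3 *Mex3b*, *Vegfa*, *Mgl2*, *N4bp3*, *Gpx3*, *Ska1* and *Samd5* were lower, and *Katnal2* was higher, by 4.24 (edgeR adjusted p = 0.00979). These genes were named after their values were seen. The IFN-inducible genes changed by a median of −0.17, 0.13, 0.26 and 0.22 on days 1 to 4 (adjusted p = 3.33e-10 on each day, fgsea), with 6, 75, 78 and 78 of 79 genes higher after 4-OHT. The NF-κB and TNF-inducible list was also higher after 4-OHT, by a median of 0.11 (adjusted p = 3.33e-10, fgsea) on day 2 with 62 of 73 genes higher, and by 0.08 on days 3 (0.00295) and 4 (0.00059). The G2/M list was lower, by a median of −0.08 (adjusted p = 2.12e-07, fgsea) on day 2 and −0.21 (3.33e-10) on day 4, when 51 of 54 genes were lower.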

Collectively, our finding that the IFN response is detectable already at day 2 after 4-OHT induction, a time point at which large amounts of TREX1 were still present, indicates that even slight reductions of TREX1 expression levels result in accumulation of the cGAS ligand and activation of cGAS/STING responses. Thus, steady-state TREX1 expression levels of healthy cells are just sufficient to degrade its DNA substrate. This finding is compatible with ongoing large-scale production of this substrate by at least a fraction of the cells in the culture at any time point.

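In 4-OHT-treated *Trex1 WT/FL* BMDMs *Trex1* stood at 13.6 ± 2.00, 57.2 ± 0.531, 74.2 ± 7.41 and 48.4 ± 0.871 CPM on days 1 to 4 (SD, n = 2 each). In 4-OHT-treated *Trex1 FL/FL* BMDMs its transcripts were at or near 0 from day 1 on, and the level of TREX1 protein is not measured by these libraries. The difference between genotypes in the IFN-inducible list rose by a median of 0.79 from day 1 to day 2, with 76 of 79 genes higher (adjusted p = 2.37e-87, camera). For single genes this rise was 2.09 for *Cxcl10* (adjusted p = 0.00204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.20 for *Irf7* (0.0233) and 1.09 for *Isg15* (0.0487), whose words are shared with other genes. It was 1.21 for *Ifi44* (edgeR adjusted p = 0.496), which held 79 and 54 counts against 43 and 43 on day 1. In 4-OHT-treated *Trex1 FL/FL* BMDMs the list as a whole did not shift detectably from day 2 to day 3, with a median of 0.04 (adjusted p = 0.762, fgsea), while 21 of its genes were higher and 19 lower at an edgeR adjusted p below 0.05. The 22 IFN-inducible genes of Fig. S5D rose by a median of 0.55 (unadjusted p = 0.00765, fgsea). From an IFN response on day 2, when much TREX1 protein remained on its Western blots, the paper concludes that slight reductions of TREX1 already let the cGAS ligand accumulate and activate cGAS/STING.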

### The Type I IFN Response of TREX1-Deficient Cells Requires Ongoing Proliferation

Large amounts of oligonucleotide waste might originate from genome replication. Millions of Okazaki fragments are precisely ligated during lagging strand synthesis. Okazaki fragment synthesis by Polδ continues beyond the 5’-end of the previous Okazaki fragment, displacing a 5’-flap that requires endonucleolytic trimming (63). Nick translation by iterative rounds of strand displacement synthesis and flap cleavage not only remove the RNA primer but also the 5’-portion of primer initiator DNA of the previous Okazaki fragment synthesized by POLα. In addition to FEN1, the major flap endonuclease involved in Okazaki fragment maturation, also DNA2 and EXO1 contribute. A recent study suggested that primarily FEN1 and EXO1 compete for Okazaki fragment flap cleavage, with DNA2 playing only a minor role (64). EXO1 overexpression in yeast can partially compensate loss of FEN1 (65).

Whether DNA waste originating from Okazaki fragment maturation can trigger cGAS/STING responses is unknown. To approach this question, we asked whether the IFN response of cells lacking TREX1 requires DNA replication. This is not easily addressed by experiments aiming to arrest the cell cycle of constitutively TREX1-deficient cells, because immunostimulatory cGAS ligands, formed before halting proliferation, may be stable in the absence of TREX1 and maintain the IFN response. We therefore induced inactivation of *Trex1* in cells *in vitro* and simultaneously arrested the cell cycle. Treatment of BMDM cultures with the CDK4/6 blocker Palbociclib, arresting cells in G1 (66), for 3 days, reduced the fraction of cells in S-phase 10-fold (**Figures 6A, B**). Palbociclib administration in parallel to 4-OHT-induced knock out of *Trex1* (**Figure S6A**) abrogated the IFN response triggered by loss of TREX1, as determined by quantification of type I IFN bioactivity in culture supernatant (**Figure 6C**) and ISG transcript levels (**Figure 6D**). A control experiment demonstrated that BMDMs arrested by Palbociclib are capable of mounting cGAS/STING responses (**Figure S6B**). To independently confirm that the IFN response to induced loss of TREX1 depends on proliferation, we repeated the experiment in a different cell type, MEFs derived from *Trex1^FL/FL^ R26^CreERT2^* mice, using a different cell cycle inhibitor, Mimosine, that is chemically unrelated to Palbociclib and arrests cells in late G1 by activating checkpoint signaling independent of DNA damage (67). 4-OHT-induced inactivation of *Trex1* resulted in an IFN response that was blunted by Mimosine-mediated G1 arrest (**Figure 6E** and **Figure S6C**). A control experiment demonstrated unimpaired IFN responses of Mimosine-exposed cells to STING activation by DMXAA (**Figure S6C**). Collectively, the IFN response of TREX1-deficient cells requires ongoing proliferation and functional EXO1, compatible with oligonucleotides released by flap endonucleases during lagging strand synthesis as the pathogenic ligand for cGAS.

**Figure 6:**
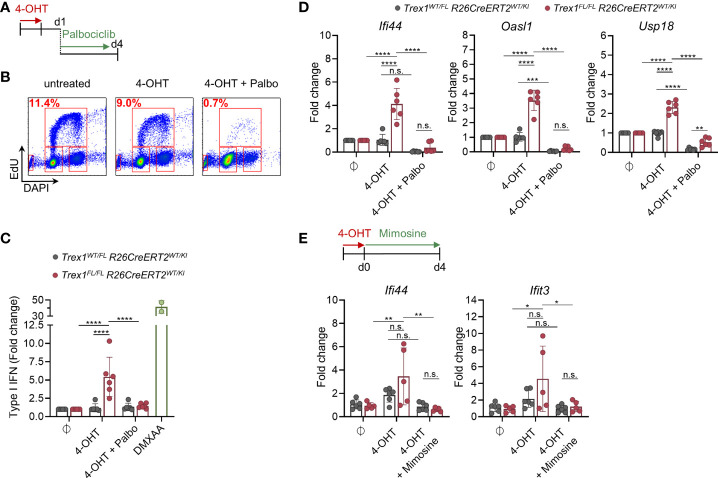
IFN response upon induced loss of TREX1 in macrophage cultures requires ongoing proliferation. **(A)** *Trex1^FL/FL^R26^CreERT2^* and control BMDMs were treated with 4-OHT *in vitro* for 22h. 1 day after end of 4-OHT induction, CDK4/6 inhibitor Palbociclib was added to arrest the cells in G1. **(B)** Verification of proliferative arrest after 72h of Palbociclib treatment (d4 after end of 4-OHT) as determined by flow cytometric quantification of EdU incorporation and DNA content (DAPI). Representative of 3 independent experiments. **(C)** Quantification of type I IFN bioactivity in supernatant from BMDMs treated with 4-OHT and Palbociclib (n = 6 each genotype, pooled from 3 independent experiments). Supernatant was added to 1x10^4^ LL171 luciferase IFN-reporter cells followed by quantification of luciferase activity. Supernatant of WT BMDMs treated with DMXAA served as high control. **(D)** ISG transcript levels in BMDMs after 72h of Palbociclib treatment (d4 after end of 4-OHT) as determined by qRT-PCR (n = 6 for each genotype, pooled from 3 independent experiments). Fold change compared to mean of untreated control cells (n = 6) is shown. **(E)** *Trex1^FL/FL^R26^CreERT2^* and control BMDMs were treated with 4-OHT *in vitro* for 22h. At the end of 4-OHT induction, Mimosine was added to arrest the cells in G1. ISG transcript levels in MEFs after 96h of Mimosine treatment (d4 after end of 4-OHT) as determined by qRT-PCR (*Trex1^WT/FL^R26^CreERT2^* n = 6, *Trex1^FL/FL^R26^CreERT2^* n = 5, pooled from 2 independent experiments). ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, n.s., not significant.

## Discussion

The concept that endogenous DNA waste poses a major threat to immune homoeostasis, can potentially trigger lethal disease, and is therefore continuously eliminated by efficient DNA waste disposal in healthy mammals, was fueled by the discovery that defects of DNases in different compartments cause autoinflammatory nucleic acid sensor activation associated with chronic type I IFN responses and consecutive autoimmunity. Defects of the endonuclease DNase I that degrades chromatin debris in the circulation and other extracellular compartments result in Lupus-like disease in mice (68, 69) and low serum DNase I activity is associated with SLE (70, 71). Lysosomal DNase II is key to degrade chromatin in macrophages that phagocytose nuclei expelled by erythrocyte precursors and to clearance of damaged nuclear DNA by autophagy (72). Loss of this enzyme triggers IFN-driven disease in mouse and man (73, 74) Likewise, mutations compromising removal of dead cells and efficient disposal of their chromatin, including e.g. defects of the complement system, are linked to IFN-driven pathology (75). AGS caused by *TREX1* mutations was paradigmatic for monogenic autoinflammatory and autoimmune conditions resulting from uncontrolled nucleic acid sensor activation and inspired coining of the term ‘interferonopathies’ (2). The observation that defects of the cytosolic exonuclease TREX1 cause monogenic cGAS/STING-driven AGS and are associated with SLE extended the concept of DNA waste disposal to the cytosolic and/or nuclear compartments and raised questions about nature and origin of the immunogenic TREX1 DNA substrates that trigger disease in the absence of the nuclease.

We show that the spontaneous type I IFN response of *Trex1* knock out mice is reduced by additional absence of functional EXO1 and that IFN production of TREX1-deficient cells *in vitro* required ongoing proliferation. These findings are compatible with oligonucleotide waste generated by the flap endonucleases during lagging strand Okazaki fragment maturation as an important source of the pathogenic cGAS ligand accumulating in TREX1-deficient cells. In contrast to long Okazaki fragments in prokaryotes, mammalian Okazaki fragments are only 150-200 nt in length (76), and about 10^7^ fragments are processed per S phase in mammalian cells. Maturation of each fragment involves displacement of its 5’-RNA end by polymerase δ elongating the next fragment. Strand displacement synthesis usually halts after displacement of only one nucleotide followed by cleavage of this one-nucleotide 5’-flap by flap endonuclease FEN1. Iterative cycles of strand displacement and flap cleavage result in removal of the Okazaki fragment RNA primer and the subsequent DNA sequence that was synthesized by error-prone polymerase α. This ‘nick translation’ maintains a ligatable nick that is eventually sealed by DNA ligase I. In A/T-rich sequences, much longer 5’-flaps can be displaced which are rapidly covered by RPA and are no longer substrates for FEN1 (63). These long flaps are cleaved by the flap endonuclease DNA2 in yeast (63). This ‘two nuclease model’ of Okazaki fragment processing was recently extended to include a contribution by EXO1 flap endonuclease activity. Overexpression of EXO1 can compensate for a loss of FEN1 (RAD27) or DNA2 in yeast (65). RAD27 and EXO1 were shown to redundantly process lagging strand flaps and the inactivation of the *Rad27* or the *Exo1* gene reduced strand displacement synthesis by Polδ (64).

Upon accumulation in large amounts in the absence of TREX1, long flaps originating from lagging strand synthesis are likely to form cGAS ligands by random hybridization, considering that 2/3 of mammalian genomes are comprised of repetitive sequence, including tandem repeats and transposable elements (77, 78). Moreover, the capacity of single strand-binding proteins that might prevent hybridization was shown to be exhausted in TREX1-deficient cells (35). Hybridization of oligonucleotides will not efficiently form higher order structures promoting cGAS activation by phase separation (79). However, random hybridization will frequently yield Y-DNA structures, i.e. double-stranded DNA with unpaired ends, which were shown to activate cGAS, provided unpaired guanosines are contained in the single-stranded overhangs (29). Flaps originating from Okazaki fragment maturation can include the Okazaki fragment RNA primer and form RNA:DNA hybrids upon hybridization, which were shown to be suboptimal cGAS ligands, but do activate the sensor (80). The role for EXO1 in generation of an immunogenic waste of flaps during lagging strand replication could be either in actual cleavage of long flaps, but also in ensuring strand displacement synthesis to proceed, thereby allowing generation of long flap structures. In yeast, loss of EXO1 or FEN1 resulted in reduced strand displacement synthesis (64). In line with a concept of DNA replication as a source of immunogenic DNA waste, Yang et al. observed cytosolic accumulations of BrdU-labeled single-stranded oligonucleotides in BrdU-pulsed TREX1-deficient fibroblasts (36).

Of note, replication-dependent and EXO1-dependent generation of immunogenic oligonucleotide waste on a large scale might occur not only during lagging strand synthesis but also during postreplicative ribonucleotide excision repair (81). Millions of single ribonucleotides are incorporated into the genomic DNA during each S phase and their rapid removal involves incision by RNase H2 followed by strand displacement synthesis and flap cleavage by FEN1 and EXO1 (81). EXO1 also contributes to other repair pathways, including repair of double-strand breaks by homologous recombination repair (HRR). In this pathway EXO1 is involved in end resection in preparation for strand invasion. While end resection was shown to be a source of DNA accumulating in the cytosol of genetically unstable tumor cells and even more so after additional experimental genome damage (44), we posit that steady state repair of double-strand breaks in genetically stable cells not exposed to genotoxic hazards does not occur on a large scale and therefore does not yield oligonucleotide waste in amounts sufficient to form cGAS ligands by random hybridization. In contrast, flap cleavage occurs on a massive scale during genome replication.

While our findings strongly suggest Okazaki fragment processing and/or postreplicative repair as an important source of immunogenic DNA waste in mice, Thomas et al. demonstrated that LINE1 retrotransposons are a major source of cytosolic DNA in human TREX1-deficient neuronal cells (27). Neurons and astrocytes differentiated from pluripotent stem cell lines rendered TREX1-deficient by CRISPR-mediated targeted mutagenesis, accumulated LINE1-derived, reverse transcribed DNA in their cytosol and mounted IFN responses that were inhibited by reverse transcriptase inhibitors (27). Type I IFN produced by astrocytes exerted toxic effects on neurons (27). In line with this observation, Rice et al. reduced the IFN and ISG expression of AGS patients by treatment with antiretroviral drugs (33). Both, replication-derived DNA waste and retroelement-derived cDNA may contribute to cGAS activation in TREX1-deficient mammals *in vivo*, with differential relevance in different species and cell types. Replication-derived waste plausibly plays no role in postmitotic neurons and astrocytes. Transposable elements evolved to be expressed and mobile in embryonic tissues, particularly in the germ-track, but to be largely inactive in somatic cells (82). However, as exceptions to this principle, some somatic tissues, including the CNS, show prominent transposon activity, likely reflecting an advantage to organismal function by somatic genetic diversification (83, 84). Transposable element activity also differs significantly between mouse and man (85). In addition to efficient reduction of IFN responses in the CNS as determined by IFNα levels in cerebrospinal fluid, antiretroviral treatment also reduced serum IFN and IFN signaling in blood cells (33). Whether this amelioration of IFN responses outside the CNS might partially be due to blockade of P2X7-mediated caspase activation and reduction of inflammatory cell death by the nucleoside RTIs (86) is currently unclear.

Genome damage and chromosomal translocations trigger cGAS/STING responses by micronuclear chromatin. TREX1-deficient cells exhibit mild genome damage and TREX1 was shown to contribute to degradation of micronuclear DNA (41), in line with the slight increase in numbers of micronucleated cells we observed in *Trex1^-/-^* mice. If micronuclear DNA was an important cGAS ligand in TREX1-deficient cells, however, IFN signaling would be expected to increase upon additional loss of p53, whereby cells carrying severe genome damage would be allowed to survive longer and continue to produce IFN. As IFN signaling was not enhanced in *Trex1^-/-^Trp53^-/-^* mice compared to p53-proficient *Trex1^-/-^* animals, we conclude that TREX1-mediated elimination of micronuclear chromatin and control of STING activation by micronuclei or chromatin bridges is relevant in genetically unstable, genome-damaged cells, rather than in TREX1-deficient, but otherwise healthy, primary cells.

Collectively, we demonstrate that activation of innate antiviral immunity of TREX1-deficient cells depends on their active proliferation and that additional loss of EXO1 significantly reduces the type I IFN response. While hyperactivity of EXO1 exonuclease activity in DNA mismatch-repair-deficient cancer cells was shown to activate the cGAS/STING pathway by induction of genome instability and consecutive mislocalization of chromatin to the cytosol (87), our findings strongly suggest 5’-flap cleavage during Okazaki fragment processing and/or during postreplicative ribonucleotide excision repair as the source of the pathogenic cGAS ligand accumulating in the absence of TREX1. We propose that genome replication of mammalian cells is invariably associated with production of immunogenic DNA waste triggering severe autoinflammation unless efficiently degraded.

## Material and Methods

### Mice

For reasons of clarity, we collectively refer to both, the *Trex1* knock out line published by Morita et al. (23) and the *Trex1^Δ478/Δ478^* line generated in this study, as *‘Trex1^-/-^’*. Trex1^Δ478/Δ478^ mice, which phenocopy the published line, were used in experiments of **Figure 2**, and **Figure S2**. *Trex1^Δ478/Δ478^Xpa^Δ11/Δ11^* mice were generated by microinjection of a mixture of four individual Cas9 RNPs into zygotes of C57BL/6 mice allowing simultaneous targeting of *Trex1* (GTGACTTCGGGCCGAGACGA and CGGTGCTTGCCAGTACAGGC) and *Xpa* (GTGTTTATCATCAGCATCTC and GAACCCACGCCATTCACAGTG). The injection mix contained 1.73 µM of each crRNA (IDT), 6.9 µM tracrRNA (IDT) and 6.9 µM Cas9 protein (ToolGen). *Trex1^FL/FL^ Rosa26-CreERT2^WT/KI^* mice were described earlier (25). Mice were housed under specific pathogen-free conditions at the Experimental Center, Medical Faculty Carl Gustav Carus, TU Dresden. All procedures were in accordance with institutional guidelines on animal welfare and were approved by the Landesdirektion Dresden (permit number TVV-88/2017).

### Induced Inactivation of *Trex1* in Primary Cells *In Vitro*

Bone marrow cells from *Trex1^FL/FL^R26^CreERT2^* or *Trex1^WT/FL^ R26^CreERT2^* control mice were cultured overnight in RPMI 1640 medium supplemented with 10% heat-inactivated FCS, 1% Pen/Strep, 2 mM L-Alanyl-L-glutamine and 1 mM sodium pyruvate (all Biochrom). Non-adherent cells were transferred to 10 cm petri dishes and differentiated for six days in RPMI medium (supplemented as described) containing 30 % L929 supernatant. Fresh differentiation medium was added after three days. BMDMs were harvested by trypsinization and scraping. For experiments addressing the kinetics of loss of TREX1, 2.5x10^5^ cells were seeded onto 6-well plates and treated with 2 µg/ml (Z)-4-Hydroxytamoxifen (Sigma, Cat#H7904) for 22 h. To address effects of cell cycle arrest on the IFN response after induced knock out of *Trex1*, 2x10^6^ cells were seeded onto 10 cm petri dishes and induced with 4-OHT. One day after washing away 4-OHT, cells from 10 cm petri dishes were split to 6 well plates at a density of 2.5x10^5^ and maintained in the presence of 5 µM Palbociclib (Selleckchem, Cat#S1116) for 72 h. Efficiency of Palbociclib-induced cell cycle arrest was verified by pulsing with 10 µM EdU for 4h at 37°C. Upon harvest, incorporated EdU was quantified flow cytometrically using the Click-iT™ EdU Alexa Fluor™ 647 Flow Cytometry Assay Kit (Invitrogen, Cat#C10419) following the manufacturer’s instructions.

MEFs were generated by standard procedures. Briefly, after caesarean section, E14.5 mouse embryos were decapitated and internal organs were removed. Tissue was cut into small pieces, digested with 1x trypsin (0.25%, Invitrogen) for 30 min at 37°C and disaggregated by pipetting. The cell suspension was seeded into 10 cm petri dishes with DMEM (Gibco) supplemented with 10% heat inactivated FCS, 1% Pen/Strep, 1x nonessential amino acids and 100 µM β-mercaptoethanol. Induction of Cre activity was done as described above. To address effects of cell cycle inhibition on the IFN response after induced knock out of *Trex1*, 1.1x10^5^ cells were seeded onto 6 cm petri dishes and induced with 4-OHT. On the next day, 4-OHT-containing medium was removed and fresh supplemented DMEM containing 200µM L-Mimosine (Sigma-Aldrich, Cat# M0253) was added to the cells for four days.

### Quantitative RT-PCR

Total RNA was isolated using NucleoSpin RNA Kit (Macherey-Nagel) and reverse transcribed into cDNA using PrimeScript RT Reagent Kit (Takara). qRT-PCR was performed using Luna^®^ Universal qPCR Master Mix (New England BioLabs) on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad). Primer Sequences are listed in **Supplementary Table S1**. Target gene expression was normalized to the housekeeping gene *Tbp1*.

### Quantification of Micronucleated Erythrocytes

Blood was sampled using retrobulbar puncture and mixed with heparin/PBS (250 units/ml, Biochrom). 20 µl of the blood/heparin/PBS mixture was added to 2 ml ice-cold Methanol, inverted and stored at -80°C until further use. For quantification of micronucleated erythrocytes, the protocol published by Balmus et al. was followed (42). Briefly, fixed blood cells were washed in bicarbonate buffer and stained against CD71 and Ter119 in the presence of RNase A. After washing and addition of PI, cells were analysed by flow cytometry and gated for single Ter119^+^ CD71^-^ PI^+^ micronucleated normochromatic erythrocytes (MN-NCE). 5x10^5^ cells in P1 SSC/FSC gate were acquired.

### Assay for Nucleotide Excision Repair Activity

To detect ‘unscheduled’ DNA synthesis occurring in non-S phase cells repairing UV-induced genome damage (‘repair synthesis’), 5x10^6^ splenocytes from *Xpa^WT/WT^* and *Xpa^KO/KO^* mice were seeded onto 10 cm petri dishes in 3 ml PBS and irradiated with 20 J/m² UVC (xy min) using an OSRAM HNS 15W OFR 3224 lamp. 6 ml of serum-free RPMI containing 1% Pen/Strep, 1x NEA and 10 µM EdU was added for 3h. Cells were harvested and incorporated EdU was quantified flow cytometrically using the Click-iT™ EdU Alexa Fluor™ 647 Flow Cytometry Assay Kit (Invitrogen, Cat#C10419) following the manufacturer’s instructions.

### Western Blot Analysis

Ears of *Xpa^WT/WT^* and *Xpa^KO/KO^* animals were homogenized and lysed in RIPA buffer [50 mM Tris HCl, 150 mM NaCl, 1% NP-40, 0,1% SDS, 0,5% sodium deoxycholate, 1x Complete protease inhibitor (Roche)] for 30 min on ice. Lysates were cleared by centrifugation (16.000 xg, 10 min, 4°C) and supernatant was incubated with 6x Laemmli sample buffer at 95°C for 5 min. Cell pellets were directly lysed in 2x Laemmli sample buffer and incubated at 95°C for 5 min. Proteins were separated on 12% SDS polyacrylamide gels and transferred to a nitrocellulose membrane (Amersham Hybond-ECL, GE Healthcare). Membranes were blocked in 5% low fat dried milk/TBS-T or 1x Roti^®^Block and incubated overnight with the respective primary antibody. After washing in TBS-T, membranes were incubated with secondary antibodies for 1 h at room temperature and washed again in TBS-T. For signal detection, membranes were incubated in ECL (Amersham) or AP buffer following incubation in NBT/BCIP substrate (Roche).

The following primary antibodies were used: β-Tubulin (9F3, Cell Signaling Technology, Cat#2128), β-actin (13E5, Cell Signaling Technology, Cat#4970), Xpa (abcam, Cat#ab58464, 1:500), mTrex1 (C-11, Santa Cruz, Cat#sc-133112, 1:250), hTrex1 (E-6, Santa Cruz, Cat#sc-271870, 1:250), Mus81 (MTA30 2G10/3, Santa Cruz, Cat#58382, 1:250). Secondary antibodies used were AP-coupled anti-rabbit (Dako) and anti-mouse (Cell Signaling Technology).

### Histology

Hearts were fixed in 4 % formalin and embedded in paraffin. 3 µm paraffin sections were stained with hematoxylin and eosin. Inflammation was quantified by an experienced histopathologist in a blinded fashion. A histological score for H&E staining was given depending on the grade of inflammation (0 – no sign of inflammation, 1 - slight diffuse increase in inflammatory cell infiltration, 2 - few small dense focal inflammatory infiltrates, 3 - large inflammatory infiltrates extending through more than half of the thickness of the ventricular muscle plus focal destruction of myocardial structure). To judge the effect of additional loss of EXO1 on the intensity of myocarditis of *Trex1^-/-^* mice, density of T cell infiltration on sections stained for CD3 and tissue fibrosis on Masson’s trichrome-stained sections were analyzed. CD3 immunohistochemical staining was performed on a Ventana Discovery Ultra Instrument. In brief, antigen retrieval using cell conditioning 1 solution (Ventana Medical Systmes) was performed at 95°C for 32 min followed by incubation with anti-CD3 antibody (SP7, abcam, Cat#ab16669, 1:200) at 36°C for 32 min, anti-rabbit OmniMap HRP-coupled secondary antibody (Ventana Medical Systems) for 12 min and finally Opal 650 TSA fluorophore (Akoya Biosciences, 1:100) at RT for 8 min. Primary and secondary antibodies were removed by denaturation at 100°C for 24 min in cell conditioning 2 buffer (Ventana Mediacl Systems) before counterstaining with DAPI. Sections were scanned (100x magnification) and images aquired (x200 magnification) by Vectra 3.0 Automated Imaging System (Akoya Biosciences). CD3^+^ cells were quantified using inForm (Akoya Biosciences) and R software. Masson’s trichrome staining was done according to standard protocols (Sigma-Aldrich, Procedure No.HT15).

### Transcriptome Analysis

5 ng/µl RNA were sequenced on Illumina NovaSeq 6000 and data were demultiplexed using JE demultiplexer tool. Read quality was checked by FastQC. Transcript abundance was quantified using Salmon tool (88) and tximport (89) was used to generate gene level count matrices. The murine genome GRCm39 (90) was used as the reference. All post mapping analysis and visualization was conducted in R unless specifically stated otherwise. Normalization, exploratory analysis and differential expression analysis was performed using DESeq2 (91). Genes were considered significantly differentially expressed at FDR <0.01 and absolute log fold change >1.5. 

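At these thresholds 76 genes were higher and 13 lower in 4-OHT-treated *Trex1 FL/FL* than *Trex1 WT/FL* BMDMs on day 2, 74 higher and 59 lower on day 3, and 252 higher and 202 lower on day 4. On day 1 only *Fosb* was higher and only *Trex1* lower. On days 1 to 4, 308, 3509, 4477 and 5917 genes had an unadjusted p below 0.05. Of the genes higher on day 2, 25 were also higher on day 3 and 68 on day 4. An adjusted p below 0.05 without a minimum fold change raised the day 2 counts most, to 1189 higher and 731 lower genes. A change above 1.5 log2 units tested in the model lowered them most. DESeq2 called 103 genes on day 2, of which 88 were shared with edgeR, and 470 on day 4, of which 436 were shared.

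By the log2 fold change of edgeR, the largest increases on day 2 were those of *Pou3f1* (chromosome 4, 124550600 to 124554448), *Lipg* and *Cxcl11*, with log2 fold changes of 3.26, 2.98 and 2.9 (adjusted p = 2.09e-05, 0.0025 and 0.000562 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library of the comparison left out in turn, these 3 changes ranged from 2.57 to 4.51, 2.48 to 3.73 and 2.65 to 3.22. The ranges overlap, so that the ranking of the 3 genes is not certain. On day 3 *A630012P03Rik* was at least 9.06-fold higher, *Slfn4* changed by 3.59 (edgeR adjusted p = 2.3e-06) and *Apol9a* by 3.41 (5.07e-07). This order places genes with no counts in a group first, so that their lower bounds can lie under the changes of other genes. On day 4 *A630012P03Rik* was at least 10.4-fold and *Sectm1a* at least 8.53-fold higher. *Yy2* was at least 52.2-fold higher on day 4, but all its 31-base words occur in other genes, and its log2 fold change against untreated *Trex1 FL/FL* BMDMs was 0.85 (edgeR adjusted p = 0.54). Other genes also hold 42.7% of the words of *Cxcl11*, 20.2% of those of *Apol9a* and 18.9% of those of *Slfn4*.

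Apart from *Trex1*, the largest decreases on day 2 were *Smim5*, at least 3.09-fold lower, and *Shisa5* (chromosome 9, 108867633 to 108887029), with a log2 fold change of −3.04 (edgeR adjusted p = 2.01e-17). *Shisa5* overlaps the end of *Trex1* by 29 bases on the opposite strand and shares 0% of its words with it. The overlap is shorter than a 31-base word and could hold none, so that the 0% speaks only to the sequence beyond it. On day 3 the next in the same order were *Ncoa4-ps*, at least 9.09-fold lower, and *BC035044*, at least 4.13-fold lower, and on day 4 *Map1a* and *Adam23*, at least 8.11-fold and 4.77-fold lower. These bounds are below the decrease of *Shisa5*, which was 19.8-fold lower on day 3 and 15-fold lower on day 4. The pseudogene *Ncoa4-ps* shares 96.6% of its words with other genes. *Fosb* changed on day 1 by 2.75 (edgeR adjusted p = 0.000172), but by 0.98 (0.668) against untreated *Trex1 FL/FL* BMDMs.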

GGplot2 (92) was used to visualize results. List of significant DE genes was used to conduct a further gene set enrichment analysis (GSEA) (93, 94).

### Statistical Analysis

Unless stated otherwise, significance was calculated by One-way ANOVA with Tukey’s *post-hoc* test (**Figures 1**–**4**) or Two-way ANOVA with Sidak’s *post-hoc* test (**Figures 5**, **6**).

## Author’s Note

While our manuscript was under review, Kim et al. published that TREX1 indeed degrades oligonucleotide waste released upon UV irradiation by the nucleotide excision repair (NER) machinery (95), supporting our initial hypothesis that the IFN response of TREX1-deficient cells might be driven by NER-derived DNA waste. Such DNA might contribute to UV-induced inflammation, but not to STING activation in unirradiated TREX1-deficient cells, as we found no amelioration of the IFN response of *Trex1^-/-^Xpa^-/-^* mice compared to *Trex1^-/-^* mice.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/search/all/?term=GSE197291.

## Ethics Statement

The animal study was reviewed and approved by Landesdirektion Dresden. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

NS designed and performed experiments; TS, ED, and KF performed experiments; GK, LH, and YG analyzed transcriptome data; WE generated *Exo1* ^-/-^ mice; LM and MS performed and analyzed immunohistochemistry; VH and RB contributed to the design of the study and discussed data; AR conceived and supervised the study; NS and AR wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by DFG grants Collaborative Research Center 237 Nucleic Acid Immunity, project B17 to AR, project B19 to RB and project A09 to VH, MedDrive Grant 60.496 of the Faculty of Medicine Carl Gustav Carus, TU Dresden to NS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Genome Replication Is Associated With Release of Immunogenic DNA Waste
**Source:** Front Immunol. 2022 May 11;13:880413. doi: 10.3389/fimmu.2022.880413
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Table 1. Primer sequences for qPCR (5’-3’).**

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| mTbp1 | TCTACCGTGAATCTTGGCTGTAAA | TTCTCATGATGACTGCAGCAAA |
| mIfi44 | GGCACATCTTAAAGGGCCACACTC | CTGTCCTTCAGCAGTGGGTCATG |
| mOasl1 | CGTTGTGCCCGCCTACAGAGCC | GCTGCAGCTCGCTGAAGGATGG |
| mUsp18 | CACAACATCGGACAGACGTGTTGC | CTTCCTCTCTTCTGCACTCCGAG |
| mIsg15 | TAGAGCCTGCAGCAATGGCCT | GGAAAGCCGGCACACCAATCT |
| mOas1a | GCTGCCAGCCTTTGATGT | TGGCATAGATTCTGGGATCA |
| mIfit3 | TGAACTGCTCAGCCCACA | TCCCGGTTGACCTCACTC |
| mIrf7 | GTGTACGAACTTAGCCGGGA | GCATTGCTGAGGCTCACTTC |
| mCxcl10 | GCCGTCATTTTCTGCCTCAT | GCTTCCCTATGGCCCTCATT |
| hHprt | TGCTGAGGATTTGGAAAGGG | GCTACAATGTGATGGCCTCC |
| hIfi44 | TTTCCAAGGGCATGTAACGC | TTTGCCATCTTTCCCGTCTC |
| hIfi27 | ACCAAGTTCATCCTGGGCTC | TGGTTCTCTTCTCTGCAGGG |
| hIfit1 | CCTGGCTAAGCAAAACCCTG | CAGATGGCTCCTTCTTGCTG |
| hIsg15 | TTTGCCAGTACAGGAGCTTG | GGGACACCTGGAATTCGTTG |
| hCxcl10 | GCAAGCCAATTTTGTCCACG | TTGATGGCCTTCGATTCTGG |

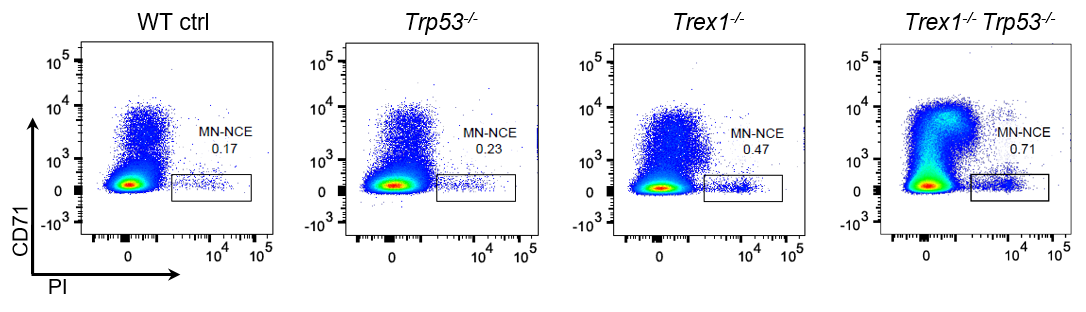

**Supplementary Figure 1. Flow cytometric quantification of micronucleated erythrocytes.** Representative result of flow cytometric analysis of Ter119^+^ fixed blood cells for quantification of micronucleated normochromatic erythrocytes (MN-NCE) of WT, *Trp53^-/-^*, *Trex1^-/-^*, and *Trex1^-/-^ Trp53^‑/-^* mice as summarized in Fig. 1a.

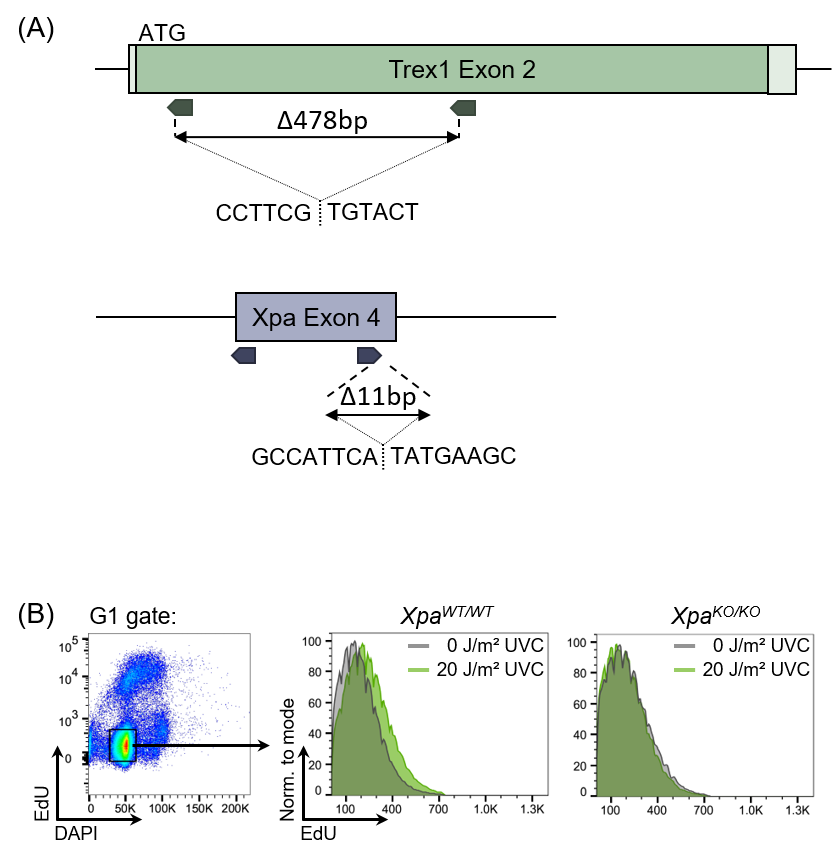

**Figure S2. Simultaneous inactivation of the essential nucleotide excision repair gene *Xpa* and *Trex1* in vivo.**

A) Schematic representation of the deletions obtained by CRISPR/Cas9-mediated gene targeting in C57BL/6 embryos. Positions of guides are indicated as green or purple arrows. The 478bp (out of frame) deletion eliminates the upstream half of the *Trex1* coding region. Mice homozygous for the new *Trex1^Δ478^* mutation are phenotypically indistinguishable from the *Trex1^-/-^* strain published by Morita et al. (Morita et al., 2004). The 11bp deletion in the *Xpa* gene, encoding an essential NER protein, introduces a frame shift into exon 4.

B) Loss of NER functional activity in mice homozygous for the new *Xpa^Δ11^* allele (‘*Xpa^KO/KO^’*). In wild type cells, repair of UV-induced damage involves excision of lesional DNA as a short oligonucleotide and subsequent resynthesis which can be detected by EdU incorporation as ‘unscheduled DNA synthesis’ in non-S phase cells (Limsirichaikul et al., 2009). Total splenocytes were exposed to UVC *in vitro* in the presence of EdU followed by flow cytometric quantification of EdU incorporation in G1 cells. Left: gating of G1 cells. Right: increase in EdU staining upon UV irradiation in *XPA^WT/WT^* cells, but not in *XPA^-/-^*cells. FACS plots representative of 3 mice per genotype.

****p< 0.0001, ***p<0.001, n.s. not significant.

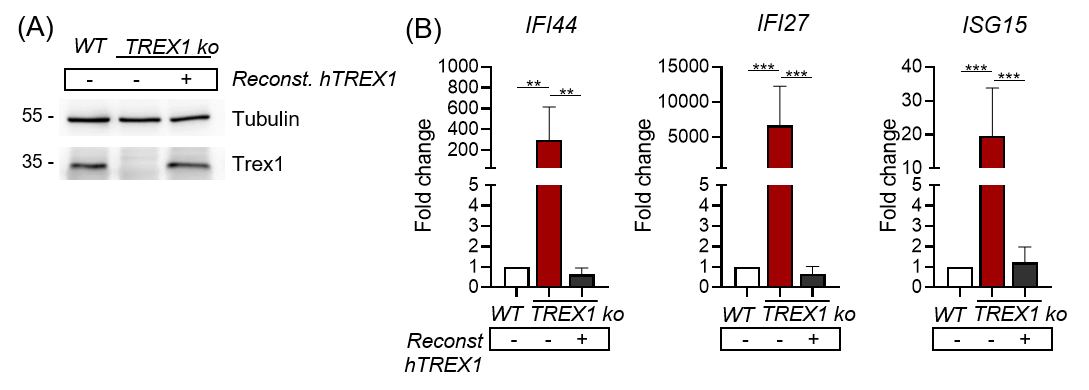

**Figure S3**. **Loss of Trex1 expression results in spontaneous IFN signaling in THP1 cells.**

A) Inactivation of *Trex1* in THP1 cells by CRISPR/Cas9-mediated gene targeting. Mixtures of pooled TREX1-deficient clones were used for subsequent experiments. Reconstitution with functional *Trex1* by lentiviral gene transfer results in re-expression of TREX1.

B) ISG transcript levels in parental WT THP1 cells and in the pool of TREX1-deficient clones quantified by qRT-PCR. Fold change compared with mean of levels in the parental cells is shown. Reconstitution of TREX1 expression (5 reconstituted clones were mixed) reduces ISG transcripts to control levels.

***p<0.001, **p<0.01.

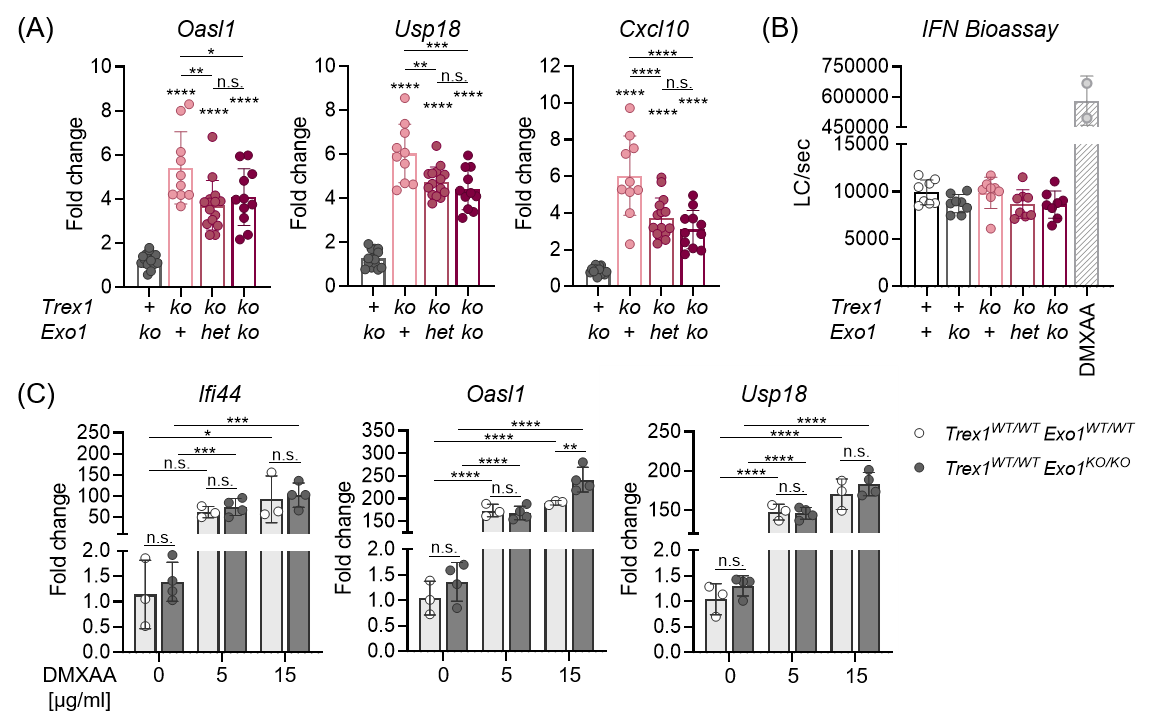

**Figure S4. Additional loss of EXO1 ameliorates IFN signalling in TREX1-deficient cells despite normal responsiveness of the cGAS/STING axis in *Exo1*^-/-^ cells.**

A) ISG transcript levels in total blood cells from 6 week-old mice of the indicated genotypes quantified by qRT-PCR. Fold change compared with mean of WT controls (n=15) is shown (*Trex1^-/-^* n=10, *Exo^‑/-^* n=14, *Trex1^-/-^Exo1^+/-^* n=15, *Trex1^-/-^Exo1^-/-^* n=11).

B) Assay for type I IFN bioactivity in sera of 6 week-old mice of the indicated genotypes. 1:10 diluted sera were added to 1x10^4^ LL171 luciferase IFN-reporter cells for 6h followed by quantification of luciferase activity (n=8 per genotype). DMXAA-treated LL171 cells were used as positive control.

C) Baseline and DMXAA-induced IFN signalling of *Exo1^-/-^* splenocytes as determined by qRT-PCR-based quantification of ISG transcript levels, compared to levels of wildtype cells which were set to 1.

***p<0.001, **p<0.01, n.s. not significant.

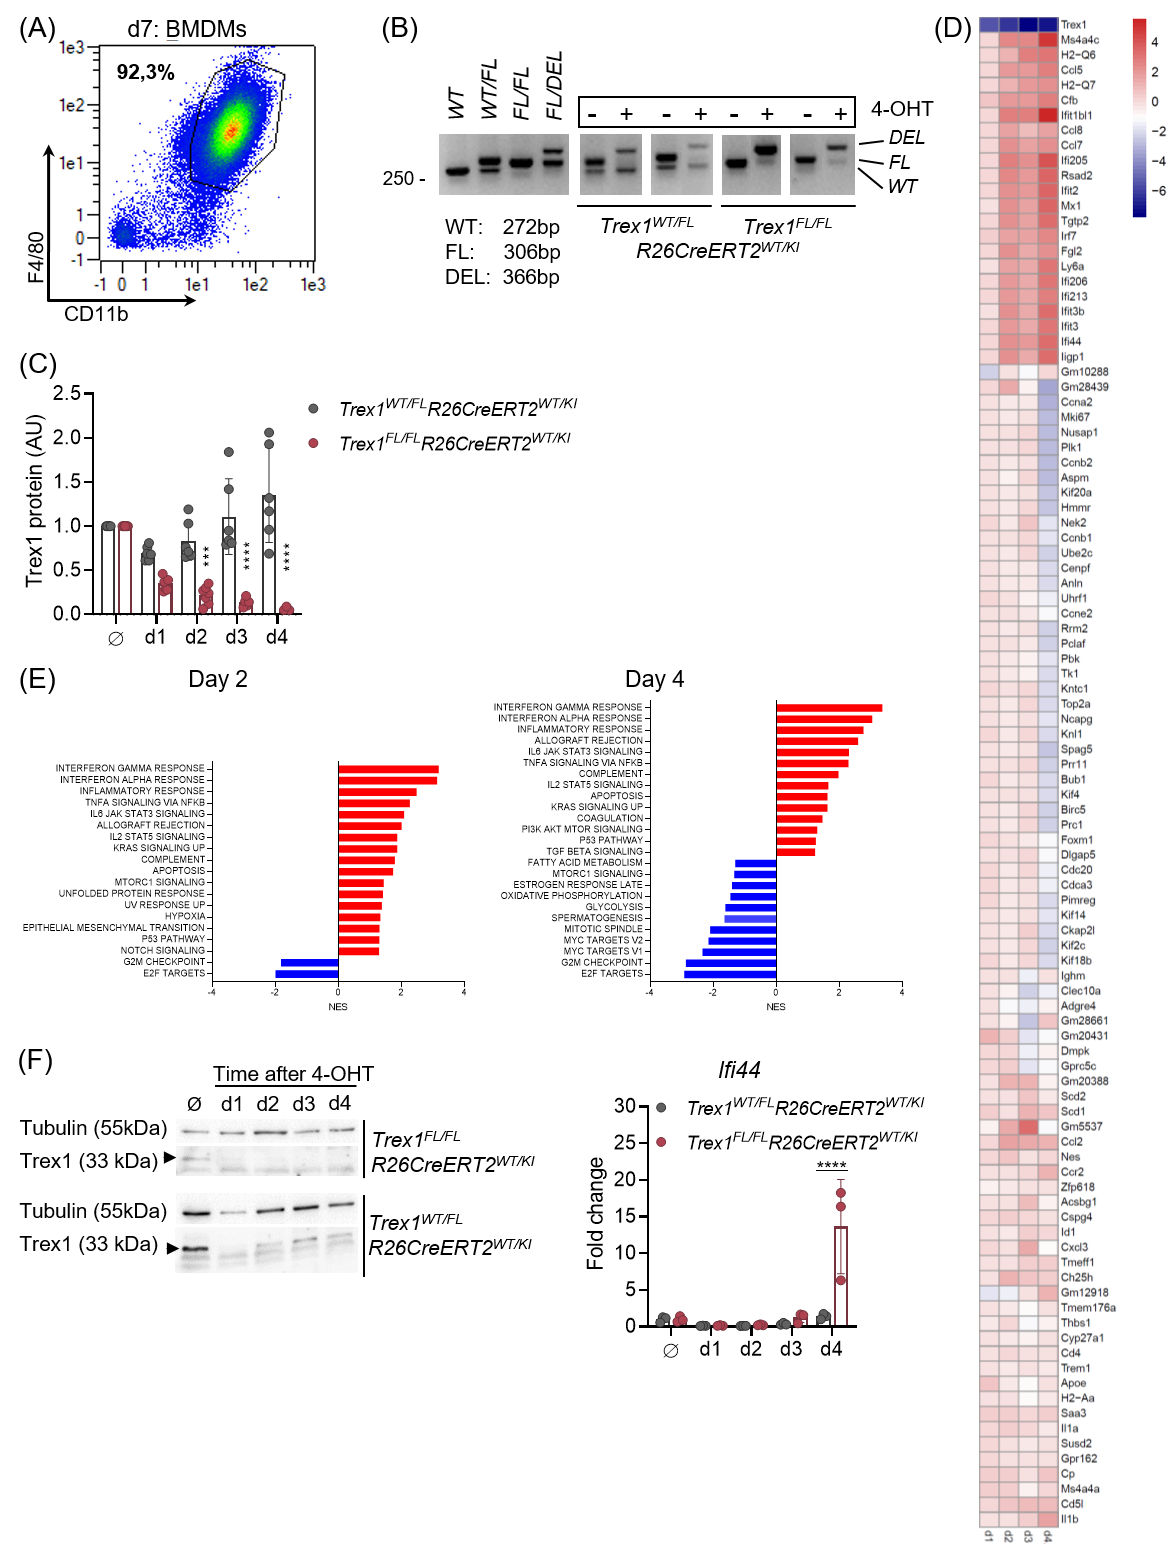

**Figure S5. Rapid activation of IFN signalling upon induced inactivation of Trex1 in macrophages and fibroblasts *in vitro*.**

(A) Representative FACS analysis of BMDMs differentiated from bone marrow for 7 days in L929-conditioned medium.

(B) PCR analysis of the *Trex1* locus from *Trex1^FL/FL^R26^CreERT^*or *Trex1^WT/FL^R26^CreERT2^* BMDMs 4 days after 4-OHT induction. Left, results for standard DNA samples from cells of the indicated genotypes. Right, DNA from 4-OHT-treated *Trex1^FL/FL^R26^CreERT2^*and control cells.

(C) Densitometric evaluation of TREX1 protein levels on Western blots of 4-OHT-induced BMDMs (*Trex1^FL/FL^R26^CreERT2^*, n=7; and control cells, n=6) as in Fig. 5B.

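The heatmap of Fig. S5D names 100 genes, of which 99 were tested and 60 passed the thresholds on at least 1 day. They were divided here into *Trex1*, 22 IFN-inducible genes such as *Ifit1bl1*, *Ms4a4c* and *Rsad2*, 38 cell cycle genes such as *Ccna2* and *Aspm*, and 39 other genes. The median log2 fold change of the 22 IFN-inducible genes was 0.36, 1.95, 1.36 and 2.98 on days 1 to 4, and 0, 19, 7 and 21 of them passed the thresholds. With p adjusted over these genes alone, 0, 22, 20 and 22 were below 0.01, but the authors selected the genes of the heatmap on these same libraries, so that counts within them show no stability. *Ifit1bl1* had the largest increase among them, 5.89 (standard error 0.265, adjusted p = 1.1e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on day 4, and other genes hold 19.3% of its words.

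The median of the 38 cell cycle genes was −0.06, −0.30, 0.08 and −2.76, and 36 of them passed the thresholds as lower on day 4 and 0 on the other days. Adjusted over these genes alone, 0, 16, 1 and 38 were below 0.01. *Aspm* had the lowest value, −3.99, and *Ccna2* changed by −3.58 (edgeR adjusted p = 2.51e-17) on day 4. Of the other genes, 38 were tested and *Gprc5c* alone passed, with −1.61 (edgeR adjusted p = 0.00043) on day 3, and it was named after its value was seen. Within these genes 0, 3, 14 and 10 had an adjusted p below 0.01 on days 1 to 4. DESeq2 called 7 of them on at least 1 day.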

(D) Heatmap of the most deregulated genes compared to mean of control cells from the same timepoint.

(E) Gene sets enriched at in 4-OHT-induced *Trex1^FL/FL^R26^CreERT2^*BMDMs (red) or control cells (blue) with a false discovery rate below 0.01.

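At an adjusted p below 0.01 (fgsea, over 5 lists and 4 days), the IFN-inducible list was enriched in 4-OHT-treated *Trex1 FL/FL* BMDMs on days 1 to 4 with normalized enrichment scores of 3.57, 3.15, 3.28 and 3.32. On day 1 it did not pass against untreated *Trex1 FL/FL* cells (adjusted p = 0.995, fgsea). Nor did it pass 0.01 on day 1 under camera with an estimated correlation (adjusted p = 0.0264). Between untreated genotypes its score was −2.73 on day 2, so that a large score alone does not point to loss of *Trex1*. The NF-κB and TNF-inducible list passed on days 1 and 2, with scores of 1.69 and 1.77. In the control cells the G2/M list was enriched on days 2 and 4, with scores of −2.92 and −2.94, and the S phase list on day 4, with −2.33. A list of 24 tested p53 target genes did not pass, with scores of 1.6 (adjusted p = 0.03) on day 3 and 1.62 (0.0296) on day 4. Its medians were 0.21 and 0.22 there, with 19 and 18 genes higher, and 0 of its genes passed the thresholds for single genes on any day, when 1, 13, 12 and 15 had an unadjusted p below 0.05.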

(F) Left: Western blot analysis of TREX1 expression in MEFs at the indicated time points after 4-OHT induction, representative of 3 animals per genotype. Right: Transcript levels of the ISG *Ifi44* determined by qRT-PCR in MEFs sampled at the indicated time points after 4-OHT induction. Fold change compared to untreated control cells (n=3) is shown.

****p< 0.0001, ***p<0.001.

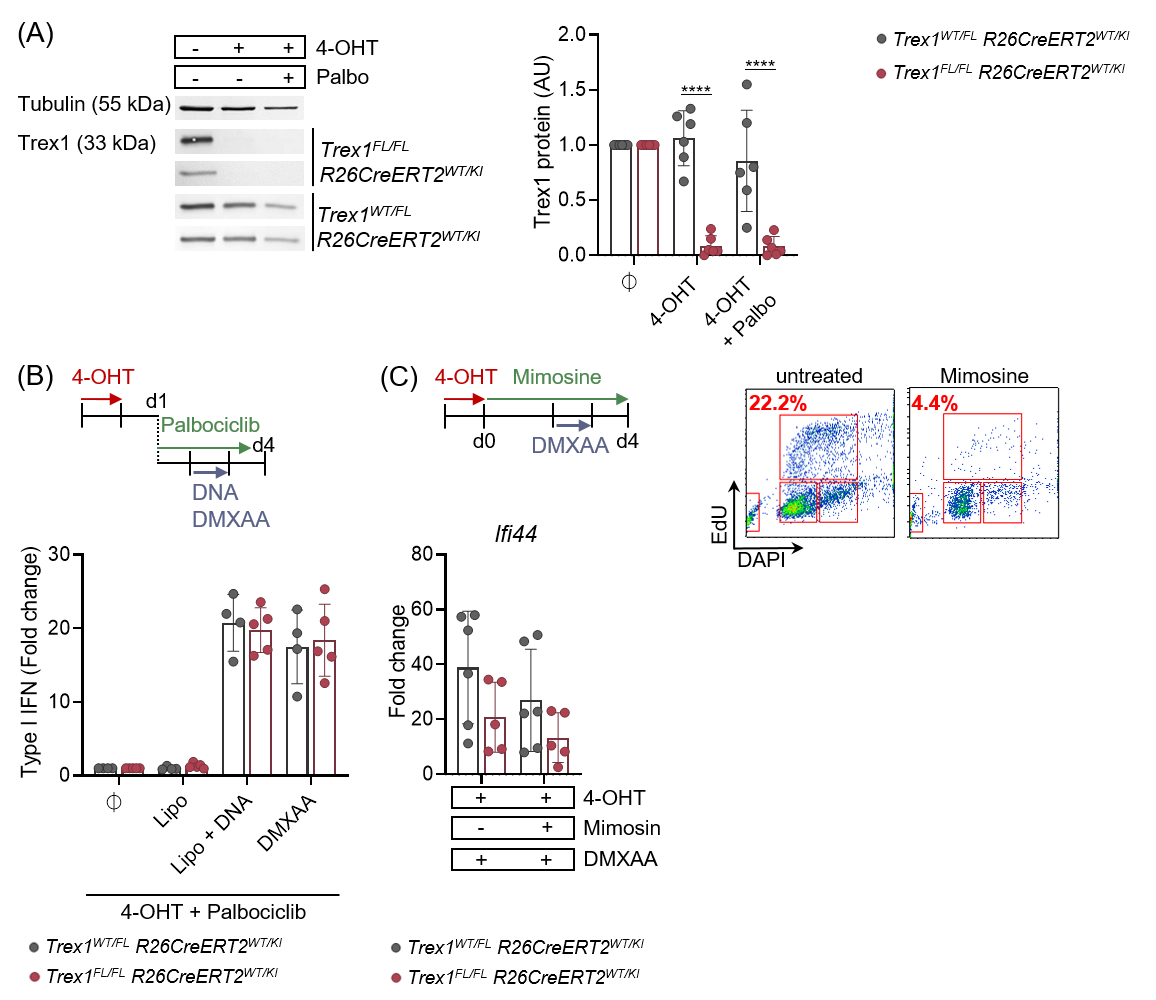

Figure S6. IFN response upon induced inactivation of Trex1 requires ongoing proliferation

(A) Western blot analysis of TREX1 expression in BMDMs treated with 4-OHT and Palbociclib (right) and densitometric evaluation of TREX1 protein levels (left; n=6 per genotype). Samples were obtained on day 4 after end of 4-OHT induction.

(B) 4-OHT-induced *Trex1^FL/FL^R26^CreERT2^* and control (*Trex1^WT/FL^R26^CreERT2^*) BMDMs were transfected with DNA (for 2h) or treated with DMXAA (for 24h) while arrested with Palbociclib. Type I IFN bioactivity was assayed in the supernatant as described before (n=4 per genotype, pooled from 2 independent experiments).

(C) 4-OHT-induced *Trex1^FL/FL^R26^CreERT2^* and control (*Trex1^WT/FL^R26^CreERT2^*) MEFs were treated with DMXAA (for 24h) while arrested with Mimosine. Transcript levels of the ISG *Ifi44* were determined by qRT-PCR (n=6 per genotype, pooled from 2 independent experiments). Fold change compared to mean of untreated control cells (n=6) is shown. FACS plots show proliferative arrest after 96h of Mimosine treatment as determined by quantification of EdU incorporation and DNA content (DAPI). Percentages indicate fractions of cells in S-phase.

****p< 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

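RNA was sequenced from bone marrow-derived macrophages of *Trex1 FL/FL R26 CreERT2* and *Trex1 WT/FL R26 CreERT2* mice, with and without 4-OHT, on days 1, 2, 3 and 4 after the end of exposure. There were 2 libraries for each of 16 groups. The authors demultiplexed the reads with JE, checked them with FastQC, quantified transcripts with Salmon, summed them per gene with tximport and named GRCm39 as the genome. The deposited table holds estimated counts per gene, stored as whole numbers and without normalization, and no rounding was needed. The correction for transcript length that tximport can pass on was not used here. Each column was assigned to its group from its name and the sample labels, which give no replicate number, animal or batch. Totals per library ranged from 35120505 to 63760884 with a median of 44841991.

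Of 54281 gene identifiers, 51048 matched the GENCODE vM39 annotation without their version, which gave symbols and coordinates, and the others held 0.32% of the counts. The annotation release of the authors is not named in the paper's text. Counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation and glmQLFTest), with TMM factors and a mean for each of the 16 groups, which leaves 16 residual degrees of freedom. The filter of edgeR with a minimum count of 10 kept 15257 genes, and the common biological coefficient of variation was 0.0912. Genes were called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1.5. The contrasts compared 4-OHT-treated *Trex1 FL/FL* with *Trex1 WT/FL* cells on each day, the changes of this difference between days, the untreated genotypes, 4-OHT-treated with untreated *Trex1 WT/FL* cells, and days within a group. Log2 CPM were computed with a prior count of 2 and fold changes with the edgeR prior count of 0.125. Where all libraries of a group held at most 3 counts, the fold was computed against this floor and is a lower bound, which covers counting error only. Genes were named by a rule that covered *Trex1*, the genes that the paper names for these libraries, its mouse qPCR panel, *Exo1*, *Fen1*, *Dna2*, *Mus81*, *Xpa*, *Trp53*, *Cgas*, *Sting1*, *Ifnb1* and *Irf3*, the genes of Fig. S5D as a group, and on each day the 3 largest increases and 3 largest decreases among called genes whose 2 *Trex1 FL/FL* libraries lay outside the range of the controls.

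Gene lists of IFN-inducible, NF-κB and TNF-inducible and p53 target genes were compiled by hand, and the S and G2/M phase lists were taken from Seurat 5.3.0. Enrichment on each day was computed with fgsea 1.28.0 on the signed square root of the quasi-likelihood F, with a smallest p of 1e-10 and Benjamini-Hochberg adjustment over 5 lists and 4 days at a threshold of 0.05. Changes of the genotype difference between days were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Both tests permute or compare genes, which are not replicates. The mean log2 CPM of each list was therefore compared between 2 libraries and 2 with a two-sided exact permutation test, whose smallest p is 0.33. The edgeR test was tested on simulated data for 15044 genes. Of 200 genes changed by a log2 fold change of 2.5, 195 were recovered, 0 unchanged genes were called, and the median recovered change was 2.50. The changed genes were taken only from those above a minimum expression. Counts were drawn independently for each gene, with the spread that edgeR estimated from these libraries. The simulation therefore does not cover changed genes near the floor, genes that vary together, or batches.

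The alternatives were RLE and upper-quartile factors, DESeq2 1.42.0, other filters on low counts, fits of 16 or 4 libraries, other thresholds, the interaction with untreated cells, untreated *Trex1 FL/FL* cells as the control, other list tests and lists, and leaving out each library. Sequence shared between genes was measured as the share of 31-base words of a gene's annotated transcripts that occur in transcripts of other genes. Random lists were matched to a list on mean expression in 10 bins and exon length in 5 bins, and 10000 were drawn. They test a bias shared by genes of similar expression and length. They cannot tell an effect of genotype or treatment from a shift of the list between libraries. PCR, protein, bioactivity and fibroblast experiments of the paper were not analysed here.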

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

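The tests of *Shisa5* in untreated cells, under other scalings, in 4-OHT-treated controls and of its region, those of control levels, of differences between untreated groups and of cells without a floxed allele were chosen only after the result was seen, while the tests of shared words, of matched random lists and of the scaling of the time course, and the test without IFN-inducible genes, were chosen before.

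*Shisa5*, which the paper does not discuss, lies beside *Trex1* and was lower in 4-OHT-treated *Trex1 FL/FL* than *Trex1 WT/FL* BMDMs. On day 3 its log2 fold change was −4.31 (standard error 0.0997, adjusted p = 2.01e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and on day 1 it was −0.79 (1.31e-05). Its transcripts share 0% of their 31-base words with *Trex1*, but the overlap of the genes, 29 bases, is too short to hold such a word. Untreated genotypes differed by at most 0.12 on any of the 4 days, and of the RLE and upper-quartile factors the one nearest 0 gave −4.30 on day 3. Of 22 other tested genes within 500 kb, 0 passed the thresholds, although *Pfkfb4* fell by 0.65 on day 3 (edgeR adjusted p = 2.11e-07). In 4-OHT-treated controls, which lose 1 allele, *Shisa5* fell by 0.81 against untreated cells on day 3. A candidate explanation is that deletion of the floxed segment lowers *Shisa5* in cis, and the position of the loxP sites was not tested.

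The IFN-inducible list was higher in 4-OHT-treated than untreated *Trex1 WT/FL* BMDMs, a comparison that the paper does not report, by a median of 0.26 on day 3 with 78 of 79 genes higher. Of 10000 matched random lists, 0 had a median as far from 0. The untreated genotypes differed by up to −0.11 on day 2, near the smallest rise of days 2 to 4, 0.13, and 0 libraries came from 4-OHT-treated cells without a floxed allele. On day 1 the list was lower after 4-OHT, by a median of −0.17 with 73 of 79 genes lower. The later rise cannot be told apart from effects of 4-OHT or Cre activity, and whether it depends on the *Trex1* level was not tested.

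In untreated *Trex1 WT/FL* BMDMs the IFN-inducible list rose by a median of 2.48 from day 1 to day 3, and the G2/M list fell by 4.02. The paper does not report the time course of untreated cells. The smallest median of the IFN-inducible list under TMM, RLE and upper-quartile factors was 2.43, and 0 of 10000 matched random lists reached either median. Both libraries of all 4 groups show the rise and the fall. No label states a batch, run or lane, so that batches that coincide with days cannot be ruled out. Such batches could also move all 4 groups together. No biological explanation was tested.

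The genotype difference in the IFN-inducible list changed by a median of −0.22 from day 2 to day 3 (adjusted p = 5.18e-11, camera). That p compares genes at a set correlation of 0.01 and does not measure the spread between libraries. Of the 79 genes, 6 had a lower difference at an edgeR adjusted p below 0.05. The 4-OHT-treated control libraries had a mean log2 CPM of 7.128 and 6.902 on day 2 and of 7.225 and 7.441 on day 3. The list rose by 0.25 from day 2 to day 3 in 4-OHT-treated *Trex1 WT/FL* cells and by 0.04 in *Trex1 FL/FL* cells. The smaller difference on day 3 is consistent with a higher level in the control cells.

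The genotype difference in the NF-κB and TNF-inducible list fell by 0.27 from day 2 to day 3 (adjusted p = 1.23e-08, camera), with 56 of 73 genes lower. The list shares 0 genes with the IFN-inducible list, so that its day 2 median of 0.14 could not change when IFN-inducible genes were left out, and this test decides nothing. Of 10000 matched random lists, 0 reached the day 2 median, nor did any on day 3, while 4192 on day 1 and 3740 on day 4 were as extreme. The median of 0.11 between 4-OHT-treated and untreated *Trex1 WT/FL* cells on day 2 was also reached by 0. The random lists therefore cannot tell a genotype effect from a shift of the list between libraries. The list rose from day 2 to day 3 by 0.39 in 4-OHT-treated *Trex1 WT/FL* and by 0.16 in *Trex1 FL/FL* cells. The day 2 median was 0.014 as the interaction with untreated cells, 0.27 against untreated *Trex1 FL/FL* cells and 0.24 against the mean of the 3 control groups, an alternative chosen after seeing the data. A difference in kinetics may underlie the pattern, which in this unpaired comparison cannot be told apart from a spread between libraries that overlapped on both days.

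The genotype difference in the G2/M list changed by −1.42 from day 3 to day 4 (adjusted p = 1.04e-124, camera), with 51 of 54 genes lower. Over these days the list changed by −0.70 in 4-OHT-treated *Trex1 FL/FL* cells and rose by 0.65 in 4-OHT-treated *Trex1 WT/FL* cells, so that control cells with a rising level are not the whole explanation. On day 4, 0 of 10000 matched random lists reached the median. A hypothesis is that cells without TREX1 may leave the cell cycle further while control cells resume it.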

How the results depend on the processing

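No test in this part was chosen after the result was seen, except the mean of the 3 control groups as the control, and all other alternatives were set before the data were examined. The cause was not tested for any change given here. Of the counts of genes, 88 alternative values stayed within 1.5 times the reported count and 72 did not. Of the medians of gene lists, 244 kept their direction and side of the threshold, 36 no longer passed, 5 newly passed and 11 changed sign. Of the single genes, 545 values kept both, 36 no longer passed, 15 newly passed and 2 changed sign. The IFN-inducible list passed on days 2, 3 and 4 under all alternatives that were run. RLE and upper-quartile factors kept 97.8% or more of the called genes of days 2, 3 and 4.

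The reported counts of higher and lower genes in 4-OHT-treated *Trex1 FL/FL* BMDMs were 1 and 1 on day 1, 76 and 13 on day 2, 74 and 59 on day 3, and 252 and 202 on day 4. Between untreated genotypes they were 0, 0, 0 and 1 on days 1 to 4, and between 4-OHT-treated and untreated *Trex1 WT/FL* BMDMs 0, 2, 8 and 2. With at least 10 counts in every library, 0 and 0 genes passed on day 1, 7 were lower on day 2, 42 higher and 28 lower on day 3, and 123 lower on day 4, while 0 passed between untreated genotypes on day 4, and 4 and 1 after 4-OHT in *Trex1 WT/FL* cells on days 3 and 4. *Trex1* does not pass this filter. With a total above 0 counts, 19 and 16 genes passed on day 1, 43 were lower on day 2 and 96 on day 3. The untreated genotypes then differed in 44, 37, 34 and 62 genes, and 4-OHT changed 30, 39, 48 and 34 genes in *Trex1 WT/FL* cells.

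In fits of the 4 libraries of a comparison, 7 and 4 genes passed on day 1 and 34 were lower on day 3. The untreated genotypes differed in 4, 3 and 2 genes on days 2 to 4, and 4-OHT changed 1, 5 and 5 genes in *Trex1 WT/FL* cells on days 1 to 3. With the 16 libraries of an arm, 1 gene changed after 4-OHT in *Trex1 WT/FL* cells on day 2 and 0 differed between untreated genotypes on day 4. DESeq2 called 2 and 2 genes on day 1, 1, 3, 1 and 0 between untreated genotypes, and 2, 5 and 6 after 4-OHT in *Trex1 WT/FL* cells on days 1, 2 and 4, and it gave no adjusted p for some genes. With the interaction with untreated cells, 0 genes were higher on day 1, 6 lower on day 2 and 28 lower on day 3. With untreated *Trex1 FL/FL* cells as the control, 0 genes were higher on day 1, 137 higher and 20 lower on day 2, and 150 higher and 105 lower on day 3. With the mean of the 3 control groups, chosen after seeing the data, 127 were higher on day 2, and 165 higher and 102 lower on day 3.

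With an FDR below 0.05 and no minimum fold change, 2 genes were lower on day 1, 1189 higher and 731 lower on day 2, 1511 and 1390 on day 3, and 2045 and 2562 on day 4. The untreated genotypes then differed in 3 genes on day 2 and 306 on day 4, and 4-OHT changed 1, 15, 82 and 72 genes in *Trex1 WT/FL* cells. With a change above 1.5 log2 units tested in the model, 0 genes were higher on day 1, 1 higher and 2 lower on day 2, 6 and 2 on day 3, and 88 and 52 on day 4. The share of higher genes among those called was 85.4% on day 2 and 71.3% with a total above 0 counts, and 55.6% on day 3, 67% in the fit of 4 libraries and 66.3% with the interaction.

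The gene lists changed as follows. With untreated *Trex1 FL/FL* cells as the control, the IFN-inducible list (0.010, day 1), the NF-κB and TNF-inducible list (−0.093, day 3, and −0.071, day 4) and the p53 list (0.17, day 3) no longer passed. The S phase list (−0.066, day 1, and −0.13, day 3) and the p53 list (−0.011, day 1) newly passed, and the G2/M list changed sign on day 3 (−0.13). With the interaction, the p53 list on day 1 (0.038) and the G2/M list on day 3 (−0.076) changed sign, and the p53 list on day 3 (0.18) and the NF-κB and TNF-inducible list on day 4 (−0.13) no longer passed. With the mean of the 3 control groups, the S phase list newly passed on day 1 (−0.029), the NF-κB and TNF-inducible list on day 3 (−0.061) and the p53 list on day 3 (0.20) no longer passed, and the G2/M list on day 3 (−0.015) and the NF-κB and TNF-inducible list on day 4 (0.010) changed sign.

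With a total above 0 counts, the NF-κB and TNF-inducible list changed sign on day 1 (−0.00093) and no longer passed on day 4 (−0.032), nor did the p53 list on days 3 (0.21) and 4 (0.16). The S phase list no longer passed on day 2 with at least 10 counts in every library (−0.096), and changed sign on day 1 with upper-quartile factors (0.0021) and in the fit of 4 libraries (0.00043), in which the p53 list (0.21, day 3) no longer passed. Without the genes of Fig. S5D, the S phase list on day 2 (−0.099) and the NF-κB and TNF-inducible list on day 4 (−0.041) no longer passed. With the Reactome S phase set, the sign changed on days 2 (0.027), 3 (0.067) and 4 (0.00063). With the Reactome mitotic set, the G2/M result no longer passed on day 2 (−0.042) and newly passed on day 3 (0.022). With 15 NF-κB pathway genes, days 1 (0.0016), 2 (0.0036), 3 (−0.18) and 4 (−0.012) no longer passed.

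Other list tests leave the medians as they are. Under camera with an estimated correlation and with genes ranked by log2 fold change, the NF-κB and TNF-inducible list no longer passed on days 1 (0.0084), 2 (0.14), 3 (−0.15) and 4 (−0.041), nor did the G2/M list on day 1 (−0.037) or the S phase list on day 2 (−0.097). Ranked by log2 fold change, the p53 list on days 3 (0.21) and 4 (0.22) also did not pass, and under camera at a correlation of 0.01 the NF-κB and TNF-inducible list did not pass on days 3 (−0.15) and 4 (−0.041).

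With each of the 4 libraries of a comparison left out in turn, 0 called genes changed sign, and 22 of 89, 36 of 133 and 98 of 454 fell to an absolute log2 fold change of at most 1.5 on days 2, 3 and 4. On days 1 to 4 the median ranged from 0.10 to 0.25, 0.89 to 1.08, 0.63 to 0.87 and 1.53 to 1.70 for the IFN-inducible list. It ranged from −0.0091 to 0.049, 0.038 to 0.23, −0.20 to −0.051 and −0.041 to 0.047 for the NF-κB and TNF-inducible list, and from −0.051 to −0.017, −0.31 to −0.22, 0.014 to 0.19 and −1.37 to −1.26 for the G2/M list. It ranged from −0.020 to −0.0078, −0.13 to −0.074, −0.084 to 0.016 and −0.49 to −0.36 for the S phase list, and from −0.033 to −0.024, −0.092 to −0.054, 0.19 to 0.22 and 0.20 to 0.32 for the p53 list. *Cdkn1a* on day 1 ranged from −0.15 to 0.024, and changed sign with the interaction (0.074) and with untreated *Trex1 FL/FL* cells as the control (0.081).

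No paired analysis was made because the labels give the libraries of a group no replicate numbers. The sample titles run in regular series, but no label ties a series to an animal or replicate. Groups of 2 libraries limit the test of a single value by exact permutation, which cannot fall below 0.33, and are too small for a test of a sample far from the others or for other splits of the samples.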

Differences from the paper's values

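No test in this part was chosen after the result was seen, and values of the paper are from Fig. S5D, read by eye, whose legend compares genes with the mean of control cells from the same time point.

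Of 40 values compared, 17 differed and the others did not. Values read by eye carry a reading error, and the legend does not name the measure shown. A gap therefore need not be a disagreement with the paper. Some alternatives that close gaps also open others. Of 37 values compared under each, untreated *Trex1 FL/FL* cells as the control closed 8 gaps and opened 5, and the interaction closed 2 and opened 5. The mean of the 3 control groups, chosen after seeing the values, closed 9 and opened 1.

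*Trex1* is at about −5.5 on day 1, about −7.6 on day 3 and about −7.1 on day 4 in Fig. S5D, read by eye, while its log2 fold change here was at most −7.76, −9.72 and −9.06, computed against the floor since both *Trex1 FL/FL* libraries held 0 counts. No alternative was computed for these bounds. On day 2 *Trex1* is at about −6.3 in Fig. S5D, read by eye, against −7.56 here, and none of the alternatives set before the data were examined closed the gap.

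*Ms4a4c* is at about 0.1 on day 1 and about 2.5 on day 3 in Fig. S5D, read by eye, against 0.31 and 2.06 here. Of the alternatives set before the data were examined, genes with a total above 0 counts hardly moved the day 1 value (0.306 against 0.313) but brought the gap just within the replicate SD of 0.209, and untreated *Trex1 FL/FL* cells as the control closed the day 3 gap (2.57). *Ifit1bl1* is at about 2.9 on day 3 and about 5.5 on day 4 in Fig. S5D, read by eye, against 2.64 and 5.89 here. Untreated *Trex1 FL/FL* cells as the control closed both gaps (2.97 and 5.62), and the interaction with untreated cells closed the second (5.37). *Rsad2* is at about 0.1 on day 1 and about 2.5 on day 2 in Fig. S5D, read by eye, against 0.53 and 2.37 here. The first gap was closed by untreated *Trex1 FL/FL* cells as the control (0.20) and the second by the interaction (2.54).

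*Irf7* is at about 1.8 on day 3 and about 2.5 on day 4 in Fig. S5D, read by eye, against 1.31 and 2.38 here. Untreated *Trex1 FL/FL* cells as the control closed both gaps (1.69 and 2.61), while RLE factors (2.39), DESeq2 (2.39) and a fit of 4 libraries (2.41) moved the second value little and brought it just within the replicate SD of 0.113. *Ifi44* is at about 0.1 on day 1 and about 2.0 on day 3 in Fig. S5D, read by eye, against 0.94 and 1.50 here, and untreated *Trex1 FL/FL* cells as the control closed both gaps (0.42 and 2.16). *Ifi205* is at about 2.2 on day 3, *Mki67* at about −0.1 on day 3 and *Ccna2* at about −3.1 on day 4 in Fig. S5D, read by eye, against 1.88, −0.22 and −3.58 here. None of the alternatives set before the data were examined closed these 3 gaps.

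The mean of the 3 control groups of the same day as the control, an alternative chosen after seeing the values, closed the gaps of *Ms4a4c* on days 1 and 3 (0.18 and 2.43), *Ifit1bl1* on day 3 (2.89), *Ifi205* on day 3 (2.30), *Rsad2* on days 1 and 2 (0.22 and 2.52), *Irf7* on day 4 (2.61) and *Ifi44* on days 1 and 3 (0.46 and 1.95).

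The paper states that enrichment of its IFNα response set was not significant on day 1. The list compiled here passed the threshold on day 1 (adjusted p = 3.33e-10, fgsea), and of the alternatives set before the data were examined only untreated *Trex1 FL/FL* cells as the control did not pass it (adjusted p = 0.995, fgsea). At the limit of 0.01 that the paper states for Fig. S5E, camera with an estimated correlation (adjusted p = 0.0264) did not pass either. Over all alternatives the adjusted p ranged from 8.68e-40 (camera) to 0.995. Fig. S5D lists 39 genes outside the IFN and cell cycle groups as most deregulated. Of the 38 tested, edgeR called 1 and DESeq2 called 7 on at least 1 day.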

Other observations

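The test of control cells that lie low on day 1 and that of differences between untreated groups were chosen only after the result was seen, while those of the p53 list, shared words, jumping counts and matched random lists were chosen before.

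The IFN-inducible list was higher by a median of 0.18 in 4-OHT-treated *Trex1 FL/FL* than *Trex1 WT/FL* BMDMs on day 1. Of 10000 matched random lists, 0 had a median as far from 0. Against untreated *Trex1 FL/FL* cells the median was 0.010, and 4-OHT-treated *Trex1 WT/FL* cells were at −0.17 against untreated ones. Untreated genotypes differed by 0.02 on day 1 (adjusted p = 0.913, fgsea) and by up to −0.11 on day 2, both nearer to 0 than 0.18. The day 1 difference could come from control cells that lie low. With so few untreated comparisons, differences of this size between groups of libraries of 1 kind cannot be ruled out.

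The p53 list without *Cdkn1a* had a median of 0.16 on day 4, with 17 of 23 genes higher (p = 0.0758, unadjusted, from the permutation test of fgsea). On day 3 the median was 0.20 with 18 genes higher (unadjusted p = 0.0594, fgsea). On day 2 the median was −0.07 with 6 genes higher (unadjusted p = 0.388, fgsea), when *Cdkn1a* was already higher by 0.42. The day 2 values argue against a general rise of these genes on that day. Of 10000 matched random lists, 2 on day 3 and 32 on day 4 had a median as far from 0 as the list with *Cdkn1a*. Whether the higher level of *Cdkn1a* in *Trex1 FL/FL* than control cells on days 3 and 4 is part of a general difference in p53 targets cannot be told from this list.

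The 39 genes of Fig. S5D outside the IFN and cell cycle groups held a median of 6.17% of 31-base words shared with other genes, against 6.95% for 497 random genes with a sequence. Of 38 tested, 18.4% had a group with 1 library at 0 and the other above 10 counts, against 4.4% of all tested genes. Neither property covers most of them. The 4 genes with a log2 fold change beyond 5 had both such a group and over 50% shared words, and their values may therefore rest on how reads were divided between copies.

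*Exo1* passed the thresholds between 4-OHT-treated genotypes on 0 days. On day 4 it was lower in both *Trex1 FL/FL* libraries, with a log2 fold change of −0.69 (unadjusted p = 0.0167 and adjusted p = 0.0542 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In untreated *Trex1 WT/FL* cells it fell by 4.65 from day 1 to day 3 (edgeR adjusted p = 1.23e-13). *Cgas* was higher by 0.92 on day 4 (edgeR adjusted p = 9.64e-08), and other genes hold 35.9% of its words. *Fen1*, *Dna2*, *Mus81*, *Xpa*, *Trp53*, *Sting1* and *Irf3* passed the thresholds on 0 days.

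The paper reports increases of *Ifi44* by qPCR on days 2 and 3, relative to untreated control cells. In the libraries, the genotype difference of *Ifi44* changed by −0.66 from day 2 to day 3 (adjusted p = 0.438 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 1.63 from day 3 to day 4 (0.0109). *Xist* held between 14060 and 40229 counts in all 32 libraries, *Ddx3y* and *Uty* 0, *Eif2s3y* at most 1 and *Kdm5d* at most 3.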
